# Electrolyte and metabolite composition of cystic fluid from a rat model of ARPKD

**DOI:** 10.1038/s42003-025-07631-w

**Published:** 2025-02-13

**Authors:** Christine A. Klemens, Mykhailo Fedoriuk, Marharyta Semenikhina, Mariia Stefanenko, Adrian Zietara, Vladislav Levchenko, Lashodya V. Dissanayake, Oleg Palygin, Alexander Staruschenko

**Keywords:** Kidney, Metabolism, Polycystic kidney disease

## Abstract

Fluid-filled cysts are the key feature of polycystic kidney disease, which eventually leads to renal failure. We analyzed the composition of cyst fluid from a rat model of autosomal recessive polycystic kidney disease, the PCK rat, and identified sexual differences. Our results demonstrate that the ion composition of cyst fluid differs from that of urine or plasma. Untargeted metabolomics combined with transcriptomic data identified tryptophan metabolism, enzyme metabolism, steroid hormone biosynthesis, and fatty acid metabolism as pathways differing between male and female PCK rats. We quantified 42 amino acids in the cyst fluid (PCK only), plasma, and urine of male and female PCK rats and Sprague Dawley rats. Taurine was the most concentrated amino acid present in the cyst fluid, and PCK rat urinary taurine excretion was over 3-fold greater than Sprague Dawley rats. Understanding the composition of cyst fluid provides valuable insights into disease pathophysiology and may help identify potential dietary or pharmacological interventions to mitigate disease progression and improve patient outcomes.

## Abstract (web summary)

Untargeted metabolomics and amino acid analysis of cystic fluid in a polycystic kidney disease (PKD) rat model reveal novel insights into sex differences and the role of taurine in PKD progression.

## Introduction

Polycystic Kidney Disease (PKD) is a devastating inherited kidney disease that is a significant cause of kidney failure. Large fluid-filled cysts develop in the kidney and continually expand over time, damaging the surrounding tissue until renal replacement therapy is required. PKD has both autosomal-dominant (ADPKD) and autosomal-recessive (ARPKD) forms. ADPKD is caused predominantly by mutations in *PKD1* and *PKD2*, and typically manifests in adulthood^1^. Most studies have reported that male sex is associated with a faster disease progression, but the reason behind this is not known^2–5^. In contrast, ARPKD is much less common; however, the disease progression is more severe and manifests perinatally or in childhood^6,7^. ARPKD is caused by a mutation in *PKHD1*, which encodes fibrocystin (also known as polyductin)^8^. Despite the severity of the disease, to date there is only one treatment option, Tolvaptan, available for ADPKD^9^, and none for ARPKD (although the same drug is currently in clinical trials^10^). Tolvaptan is a vasopressin V2 receptor antagonist with unpleasant adverse effects, including polyuria, polydipsia, and potential hepatotoxicity^11^.

Because the development of cysts is the major feature of this disease, researchers have long sought to determine the composition of cystic fluid. Foundational studies by Bricker and Patton^12^, Gardner^13,14^, Grantham^15,16^, and Huseman et al.^17^, observed that in ADPKD patients, cysts have heterogenous and variable ion concentrations. In general, cysts more associated with the proximal nephron segments had ion concentrations similar to concentrations in the interstitial space (high Na^+^, high Cl^−^, low K^+^). Interestingly, more distal cysts had an inverse ion balance, with low Na^+^ (2–50 mM), low Cl^−^ (0–55 mM), and high K^+^ (5–58 mM)^13–16^. The osmolality of both proximal and distal cysts was reported to be around 300 mOsm; however, osmolar calculations of the distal cysts had an osmolar gap, 50–100 mOsm of which was likely compensated for by amino acids^13,14,17^. An additional study from Rohatgi et al. found that ion concentrations from 3 ARPKD patients had Na^+^, K^+^ and osmolality concentrations similar to the distal cysts in the ADPKD patients^18^. Lastly, the ion concentrations and osmolality of cyst fluid from Madin Darby Canine Kidney cell in vitro cysts, were 159 ± 7 mM Na^+^, 4.7 ± 0.1 mM K^+^, and 138 ± 6 mM Cl^−^^19^. To the best of our knowledge, no one has previously published the ion concentrations of cystic fluid from any PKD rodent models.

In addition to the earlier studies, there have been a few studies that used nuclear magnetic resonance (NMR) spectroscopy or proteomics to further interrogate the cyst fluid milieu^20–22^. The NMR study from Foxall et al. found both large macromolecules as well as low-molecular-weight compounds, including amino acids, sugars, polyols, and organic acids and bases^20^. Remarkably, this study found little variation in the NMR spectra from different patients, and several amino acids had concentrations substantially greater than their plasma or urinary values, including leucine, isoleucine, and lysine^20^. A study seeking to characterize the ADPKD kidney cyst fluid proteome identified over 350 unique proteins, including a preponderance of Ig and related immune proteins, a large number of SERPIN family proteins, and vitronectin and clusterin, among others^21^. There was an enrichment of stress and wounding response, immune and inflammatory response, complement activation, and regulation of body fluids protein categories^21^.

With the emergence of the omics era, a number of studies have interrogated the metabolomic composition of plasma, urine, and kidney tissue from PKD patients or rodent models of PKD^23–32^. These studies have had a range of goals, including looking for biomarkers to trace disease severity and progression, to identify pathophysiological metabolic derangements that occur during disease progression, and find novel dysregulated metabolic pathways that could be targeted for therapeutic intervention. As transport physiologists, our approach to thinking about cyst fluid composition and rationale for performing metabolomics analysis was a bit different. If certain compounds are undergoing trans- or paracellular transport into the cyst and accumulating there, this could exacerbate cystogenesis. Additionally, since many transporters rely on Na^+^ gradients for secondary active transport, knowing the ion concentrations of the cystic fluid in relation to the other solutes and proteins increases our understanding of how certain solutes might get trapped.

The overall goal of this study was to characterize the cyst fluid composition of a rat model of ARPKD, the PCK rat. This model developed spontaneously and features a mutation in *Pkhd1*, the ortholog to the causative ARPKD gene in humans^33,34^. 

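*Pkhd1*, which the RNA-seq table lists as ENSRNOG00000058742, lies on chromosome 9 of the rat genome build Rnor_6.0 from 26636334 to 26707571. In renal cortex of PCK rats aged 10 to 12 weeks, its expression was 6.37 ± 1.28 FPKM (SD, n = 5) in males and 5.53 ± 1.45 FPKM (SD, n = 5) in females. Between 315 and 615 reads per rat fell on the gene. The difference between the sexes was within the spread between rats (exact permutation test, two-sided, p = 0.373). The change that the mutation makes to the sequence was not analysed here.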

The PCK rat develops both renal and hepatic cysts, and males have exacerbated renal damage starting around 18 weeks of age compared to females^33,35^. Also, similar to ARPKD patients, the cysts arise predominantly from the collecting duct^35^. The rationale for using this model was to eliminate potential variation from a heterogeneous cyst population that might occur in an ADPKD model. An additional reason is because in humans, a considerable portion of the cysts are believed to arise more frequently from the distal tubule and collecting duct, and these tight epithelia are likely to rely on transcellular transport mechanisms^36^. Beyond this, we wanted to compare cyst fluid composition between males and females at a point prior to males having significantly worse kidney-to-body weight ratios to identify compounds or metabolic pathways that may be deleterious in males or protective in females. Investigation into cyst fluid composition not only advances our comprehension of PKD pathology but also highlights the potential of metabolomics in identifying novel biomarkers for disease progression and uncovering pathophysiological processes regulating transport mechanisms in cyst formation.

## Results

### Cyst fluid from PCK rats has a distinct ionic composition

For these experiments, blood was collected from the abdominal aorta, urine was collected directly from the bladder, and cystic fluid was collected via micropuncture using an U100 syringe from male and female PBS-perfused cystic kidneys (Fig. 1A). Cyst fluid, urine, and plasma were immediately snap frozen after collection. Both males and females were studied to examine potential sexual dimorphism. At 10–12 weeks of age, there was no significant difference in the 2 kidney to body weight ratios (Fig. 1B) between male and female PCK rats. Additionally, there were no significant differences in cyst fluid or plasma solute concentrations or osmolality between males and females. The osmolality of the cystic fluid was significantly reduced compared to urine (431 ± 12 vs 1215 ± 99 mOsm, *p*-value < 0.0001, Fig. 1C), and was relatively close to what has been reported for human cystic fluid^13,15,17^. Cystic fluid values were pointedly lower than plasma or urinary values for Na^+^ (139.5 ± 0.5 vs 23.7 ± 1.2 vs 63.1 ± 7.6 mM, plasma vs cyst vs urine, Fig. 1D) and Cl^−^ (102.3 ± 1.1 vs 65.5 ± 2.1 vs 186 ± 2.0 mM, Fig. 1F). K^+^ was dramatically increased in the cystic fluid compared to plasma, but lower than urinary values (4.7 ± 0.1 vs 95.2 ± 3.1 vs 163.8 ± 22.5 mM, Fig. 1E), and Ca^2+^ was reduced compared to plasma, but not different from urine (1.32 ± 0.02 vs 0.41 ± 0.05 vs 0.37 ± 0.11 mM, Fig. 1G). Interestingly, glucose was significantly lower than plasma values (unfasted) but greater than urinary glucose (211 ± 13.7 vs 69.9 ± 2.1 vs 14.1 ± 3.1 mg/dL, Fig. 1H). Creatinine values were also greater than plasma but less than urine (Fig. S1).

**Fig. 1:**
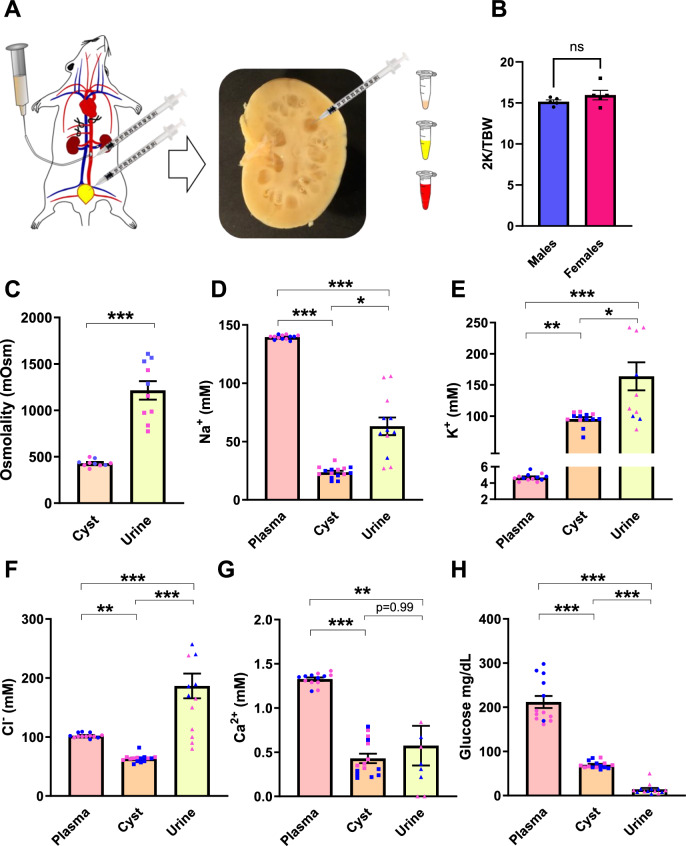
Cyst fluid collection and electrolyte composition. **A** Male and Female (10–12 weeks-old) PCK rat kidneys were flushed with PBS, sectioned, and cyst fluid was immediately carefully aspirated from intact cysts and snap-frozen. Blood from the abdominal aorta and urine directly from the bladder were also collected. **B** There is no significant difference in 2 kidney/total body weight ratios (2 K/TBW) at the collected age. **C** Cyst and Urine osmolalities (**D**) Na^+^ concentrations (**E**) K^+^ concentrations (**F**) Cl^−^ concentrations (**G**) Ca^2+^ concentrations (**H**) Non-fasted glucose concentrations. Individual male (blue) and female (pink) data points are shown in each graph. Significance was determined by unpaired *t*-test (2 K/TBW, Osmolality) or Brown-Forsythe and Welch ANOVA with Dunnet’s correction *p* < 0.05 considered significant. *N* ≥ 5 rats. Graphs demonstrate the mean ± SEM. *p < 0.05 **p < 0.01 ***p < 0.001.

### Metabolomic analysis of male and female PCK rat cystic fluid

Figure 2A shows the experimental approach for untargeted metabolomics of the cystic fluid. Briefly, following Quadrupole Time-of-Flight Mass Spectrometry and High Performance Liquid Chromatography, compounds were identified based on their mass and charge. For further analyses, the values were normalized and assessed for grouping with principal component analysis (PCA) and statistical differences between males and females for each identified compound. In the initial identification, 6910 mass peaks were found in all 4 conditions (negative or positive ionization, C18 or hydrophobic columns). The initial data, including putative compound ID before mummichog algorithm analysis, fold change differences, p-values, peak area, mass, and retention time, can be found in the Supplemental Data Excel file. Figure 2B is a heat map showing the fold changes for individual samples that were different between males and females. The PCA plot clearly demonstrates that males and females segregate into distinct groups with intergroup similarities (Fig. 2D). As would be expected based on the PCA plots, there were a large number of peaks that were significantly up (1305, orange) or down (1214, blue) regulated in females compared to males (Fig. 2C). Additionally, there were 253 compounds in females that were absent in males, and 210 compounds found in cystic fluid from males, but not female. Lastly, the assessment of key metabolic pathways that differed between males and females was determined using Metaboanalyst Peaks to Pathways 6.0. These results are graphed in Fig. 2E. The top pathways predicted to be significantly different between males and females were arginine biosynthesis, tryptophan metabolism, folate biosynthesis, and nicotinate and nicotinamide metabolism. Beyond this, grouping chemicals by class revealed that the majority of ID’d metabolites were amino acids or peptide fragments.

**Fig. 2:**
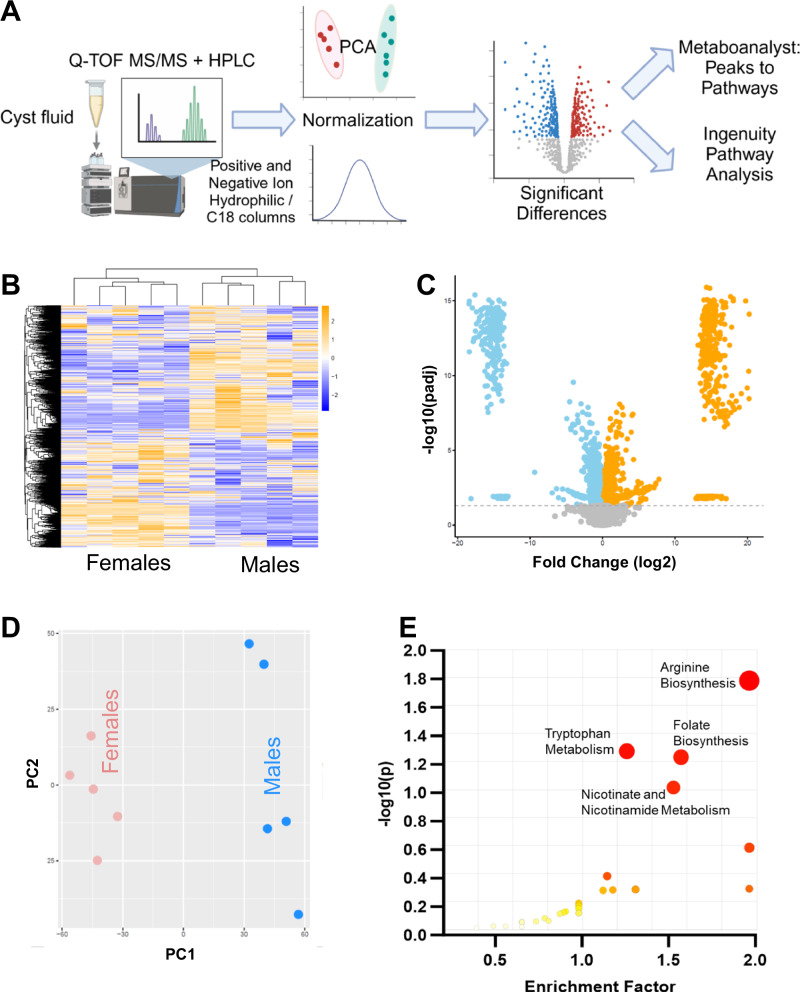
Untargeted metabolomics of male and female cyst fluid. **A** Experimental Approach. **B** Heatmap showing fold change differences for individual animals from the -C18 column results. **C** Volcano plot showing compounds that were significantly increased (orange) or decreased (blue) in females with a log2fold change (FC) > 1 with *p*-adjusted value < 0.05 as determined by differential expression analysis *R*-package DEseq2. **D** Principal Component Analysis (PCA) plot multivariate analysis showing clustering of male and female results. **E** Enrichment analysis of cyst fluid metabolic pathways that were significantly different between groups. *N* = 6 male and 6 female rats.

### Transcriptomic analysis of male and female PCK kidney tissue

To further solidify sex differences contributing to the distinct male and female cystic profiles, we performed RNA-Seq analysis of renal cortex tissue from male and female PCK rats used for untargeted metabolomics. 

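RNA from snap-frozen renal cortex of 5 male and 5 female PCK rats was sequenced, with 1 library per rat. The paper describes the rats as littermates from 2 litters with different parents, and which rat came from which litter was not used here. The paper gives their age as 10 to 12 weeks, while the sample labels give 12 to 14 weeks and name the tissue as kidney. The authors' provider mapped the reads to Rnor_6.0 with HISAT2 and expressed each gene as FPKM, and positions given here are on that build. The authors' table lists 32545 genes, of which 22113 had a read in at least 1 library. Dividing each FPKM by what 1 read is worth at that gene's length gave whole reads for 100% of the values, so the depth behind each value is known. Males had 13912569 to 20285911 reads on genes (median 14387669), and females had 14963924 to 19556707 (median 15896262). The library sizes implied by the FPKM were 0.905 to 1.07 times these sums. The median ratio of a library to the geometric mean library was 1.01 in all 10 libraries, so the deposited FPKM already carry a scaling of this kind. On a gene of 1 kb, 1 read came to 0.0486 to 0.0694 FPKM in males and 0.0565 to 0.0710 FPKM in females. A group with 3 reads or fewer in every library was taken to be at the limit of detection. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Mitochondrial genes took 14.3% to 26.8% of the reads, with the highest share in female 2. The closest pair of libraries differed in its reads by a chi-square of 10.2 per degree of freedom, so each library was counted as a separate sample.
Differential expression was tested with limma on log2(FPKM + 0.1) over the 17631 genes with a mean of at least 0.1 FPKM. A gene was counted as different at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction, the thresholds of the paper's methods. For a gene taken singly or from a list, the limma adjusted p over all genes is given whatever its fold change. Fold changes are of females over males, and on this scale they understate the change of genes with few reads. Single genes were compared by an exact permutation test of the difference in mean FPKM, two-sided, for which 0.00794 is the smallest p that 5 rats against 5 allow. Means are given with the SD over 5 rats.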

The full RNA-Seq dataset can be found in the Supplemental Data. 

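On the first principal component of the log2 values, which held 23.7% of the variance, males scored −60.4 to −21.1 and females 6.67 to 64.7 (exact permutation test, p = 0.00794). The second component held 15.7% and did not separate the sexes (exact permutation test, p = 0.214). Female 2 scored 79.3 on it, apart from the other libraries. Restricting the genes to those with a mean of at least 1 FPKM moved the share of the first component most, to 31.6%.

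**Figure D1:**
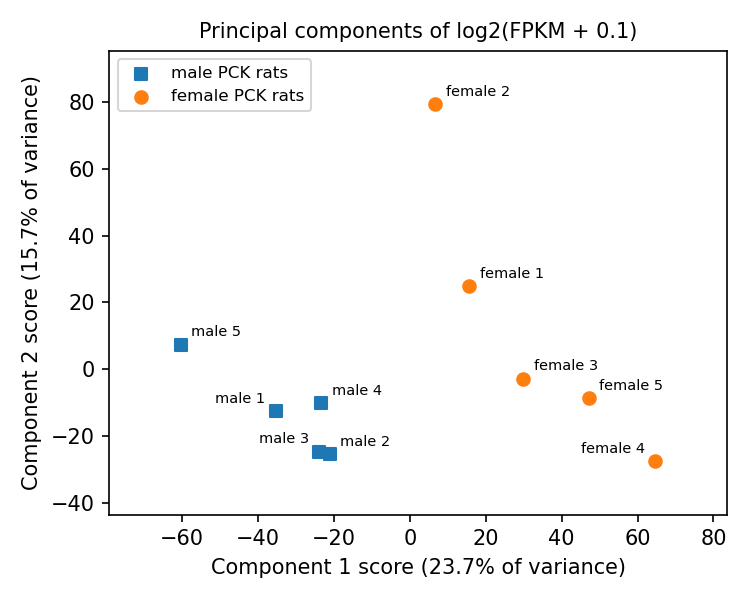
Scores of the 10 libraries on the first and second principal components of log2(FPKM + 0.1), with the share of the variance on each axis and 1 point per rat. The 5 females lie above 6.67 on the first component and the 5 males below −21.1.

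The sex labels were checked on genes of the sex chromosomes. *Eif2s3y* (chromosome Y, 914062 to 933698) was at 39.4 ± 5.95 FPKM in males and 0.126 ± 0.127 FPKM in females, where 1 to 7 reads fell on it. *Ddx3y* (Y, 1219001 to 1238420), which is listed under 2 identifiers, was at 18.2 ± 0.934 FPKM in males under ENSRNOG00000057231 and at least 303-fold lower in females. *Kdm5d* was at least 187-fold lower and *Uty* at least 41.9-fold lower in females. *Usp9y* had 65 reads in male 5 and is listed at 0 in the other libraries. The 68-bp feature XIST_intron (X, 74325012 to 74325079) overlaps LOC680227 on the other strand, and whether the counting used strand is not stated. It had at most 1 read in each male and 490 to 748 reads in each female, at least 217-fold higher. The median log2 fold change was −0.01 over 587 genes of the X chromosome and −0.01 over 16972 genes of the autosomes.
The other genes with the largest fold changes, among genes past both thresholds whose ranges did not overlap and which have more than an assembly name, were *Akr1b7*, *Cmtm2a*, *RGD1562107* and *Slc22a13* on the higher side. *Akr1b7* (4, 61850348 to 61862526), an aldo-keto reductase, was at 4.71 ± 2.65 FPKM in females and at least 36.6-fold higher than in males. *RGD1562107* was at least 13.7-fold higher and *Cmtm2a* at least 11.7-fold higher. *Slc22a13* (8, 127885268 to 127900463), an organic anion transporter, rose from 1.42 ± 1.21 to 22.3 ± 9.95 FPKM, a log2 fold change of 4.24 (standard error 0.60, limma adjusted p = 0.00336). On the lower side were *Slco1a1*, *Slc22a22* and *Dhrs7l1*. *Slco1a1* (4, 176158640 to 176231344) fell from 33.9 ± 9.50 FPKM in males to 0.0688 ± 0.0731 FPKM in females, a log2 fold change of −7.70 (standard error 0.29, limma adjusted p = 5.85e-08). *Slc22a22* (7, 97040507 to 97071968) fell from 22.5 ± 4.37 to 0.0681 ± 0.0584 FPKM, with a log2 fold change of −7.11. *Dhrs7l1* (6, 95387718 to 95502845) fell from 117 ± 40.0 to 1.21 ± 0.309 FPKM, with a log2 fold change of −6.43.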

The heatmap in Fig. 3A depicts the top up- and downregulated genes in females compared to males. 

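Of the 17631 genes tested with limma, 109 were higher and 123 were lower in females. Of all 17631 genes, 899 (5.10%) had FPKM ranges that did not overlap between the sexes, where 0.794% would by chance. Among the 232 genes, which were selected for their difference, these were 225. Of the 232 genes, 9 lie on the X chromosome, 6 of them higher and 3 lower, and 5 lie on the Y chromosome. A further 31 are small RNAs, pseudogenes or loci with only an assembly name. The counts moved most, to 247 higher and 257 lower, with limma-voom on the recovered reads and the adjusted p alone, an alternative added after the data were seen. Dropping the fold change threshold alone gave 223 higher and 201 lower. With a pseudocount of 1 in place of 0.1, 65 genes were higher and 72 lower, and 133 of these were among the 232. With each rat left out in turn, 82 to 114 genes were higher and 89 to 148 were lower, the last without female 2.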

After considering an adjusted *p*-value cutoff of 0.05 and log2 fold-change cutoff > 1, we found that 170 genes were upregulated and 198 were downregulated in females (Fig. 3B). Ingenuity Pathway Analysis (IPA) of this dataset revealed the top molecular and cellular functions associated with the differentially expressed genes (Fig. 3D), the top Gene Ontology (GO, Fig. 3E), and top Kyoto-Encyclopedia of Genes and Genomes (KEGG, Fig. 3F) pathways. 

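Families of genes that share a symbol prefix were tested here in place of GO and KEGG terms, for which no table was used. Of the 47 tested *Cyp* genes, which encode cytochrome P450 enzymes, 8 passed both thresholds (17.0% against 1.27% of the other genes, Fisher's exact test, p = 1.29e-06 adjusted over the 8 families). Of the 14 *Akr1* genes, which encode aldo-keto reductases, 3 passed (21.4% against 1.30%, Fisher's exact test, adjusted p = 0.00196). Of the 302 *Slc* genes, which encode solute carriers, 14 passed (4.64% against 1.26%, Fisher's exact test, adjusted p = 0.000197). With 1 gene past both thresholds each, the shares of *Gst* (1 of 19, 5.26%, Fisher's exact test, adjusted p = 0.445) and *Abc* (1 of 38, 2.63%, adjusted p = 0.633) could not be set apart from those of the other genes. None of 4 *Ugt*, 8 *Sult* and 14 *Hsd* genes passed, while 3, 4 and 7 of them had an unadjusted p under 0.05. Without the fold change threshold, the same 3 families were called. Fisher's exact test takes the genes as independent. Some passing genes are neighbouring paralogs, such as *Cyp2d3*, *Cyp2d4* and *Cyp2d5*, so its p could be too low. The differences went both ways, with 2 of the 8 *Cyp* genes, 1 of the 3 *Akr1* genes and 10 of the 14 *Slc* genes higher in females. The camera test of limma for a shift of a whole family in 1 direction called none of the 8 families, and 1, *Gst*, had an unadjusted p under 0.05 (camera adjusted p = 0.0747). Neither fry (lowest adjusted p 0.0641) nor camera with an estimated correlation (lowest adjusted p 0.781) called a family. Leaving out 1 library called *Gst* in 5 of the 10 fits, with camera adjusted p from 0.0134 to 0.0443, and *Slc* in the fit without female 2, with a camera adjusted p of 0.0443.
Among the *Slc* genes, 3 with large changes were chosen after their values were seen. *Slc7a12* (chromosome 2, 88559702 to 88660449) was at 15.4 ± 11.6 FPKM in males and 171 ± 62.0 FPKM in females. *Slc22a7* (9, 16924520 to 16931766) rose from 2.47 ± 1.22 to 26.9 ± 11.8 FPKM, a log2 fold change of 3.43 (standard error 0.39, limma adjusted p = 0.000855). *Slc51b* (8, 70930347 to 70932986) fell from 78.3 ± 28.3 to 14.6 ± 6.75 FPKM, a log2 fold change of −2.47 (standard error 0.31, limma adjusted p = 0.00163).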

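The network of Fig. 3C was read here as the 11 genes *Cftr*, *Notch1*, *Rac1*, *Vegfa*, *S100a8*, *Hif1a*, *Rrm2*, *Agt*, *Crb1*, *Atp8a2* and *Lnpep*. By the exact permutation test, 6 of them differed between the sexes adjusted over the list alone, and 4 had a limma adjusted p of at most 0.05 over all genes tested. IPA drew this network from the same RNA-seq data, so the first count is not independent evidence. *Agt* (chromosome 19, 57321640 to 57333433), which encodes angiotensinogen, fell from 24.0 ± 10.3 FPKM in males to 4.03 ± 1.94 FPKM in females, a log2 fold change of −2.59 (standard error 0.37, limma adjusted p = 0.00342). *Atp8a2* (15, 40000322 to 40428800) rose from 0.200 ± 0.0408 to 1.03 ± 0.478 FPKM, a log2 fold change of 1.84 (standard error 0.27, limma adjusted p = 0.00382). The limma calls of *Rrm2* (log2 fold change −0.98, adjusted p = 0.0301) and *Crb1* (−1.14, adjusted p = 0.0442) were lost in 6 and 9 of the 10 fits that left out 1 rat, with limma adjusted p of up to 0.0818 for *Rrm2* and 0.107 for *Crb1*. *Cftr* had a log2 fold change of −0.87 (standard error 0.31, limma adjusted p = 0.189). *Vegfa* (9, 17340341 to 17355681) was higher in females, at 74.7 ± 4.18 FPKM against 62.9 ± 4.85 FPKM in males (exact permutation test, p = 0.0159, and 0.0291 adjusted over the list alone), with a log2 fold change of 0.25 (limma adjusted p = 0.126).
*Notch1* and *Hif1a* had lower means in females, but neither difference reached an exact p of 0.05. *Notch1* was at 4.74 ± 0.729 FPKM in males and 4.04 ± 0.517 FPKM in females (exact permutation test, p = 0.0952), and the exact p was 0.0317 without male 5 and 0.0476 without female 2. *Hif1a* was at 32.7 ± 2.32 FPKM in males and 29.7 ± 1.42 FPKM in females (exact permutation test, p = 0.0635), and the exact p was 0.0159 without male 5 and 0.0476 without female 2. *S100a8* had 2 to 44 reads in males and at most 3 in females. Its mean was at least 5.00-fold lower in females. That bound rests on male 1 (19 reads) and male 5 (44 reads), as the other males had at most 3. The difference did not reach an exact p of 0.05 (exact permutation test, p = 0.0952). Without male 4 the exact p of *S100a8* was 0.0238, and without male 5 the difference shrank from −2.15 to −0.821 FPKM. *Rac1* was at 105 ± 10.3 FPKM in males and 107 ± 5.83 FPKM in females (exact permutation test, p = 0.786), and the direction reversed without male 5 or without female 2. *Lnpep* was at 1.00 ± 0.726 FPKM in males and 0.472 ± 0.322 FPKM in females (exact permutation test, p = 0.190).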

Lastly, IPA identified a key signaling network involving the cystic fibrosis transmembrane regulator (*CFTR*), *Notch*, *Rac, Vegf*, *S100A8*, *Hif1*, and others whose expression and downstream activities are predicted to be less active (blue) in females (Fig. 3C). Increased circulating levels of VEGF^37^ and HIF-1a^38^ are associated with worsened PKD disease state, S100A8 upregulation is linked to receptor of advanced glycation end product (RAGE) signaling in inflammation and cystogenesis^39^, overexpression of Notch1 in renin-expressing cells resulted in development of fluid-filled cysts and increased proliferation markers^40^, and CFTR is a key chloride channel that may contribute to cyst growth^41^.

**Fig. 3:**
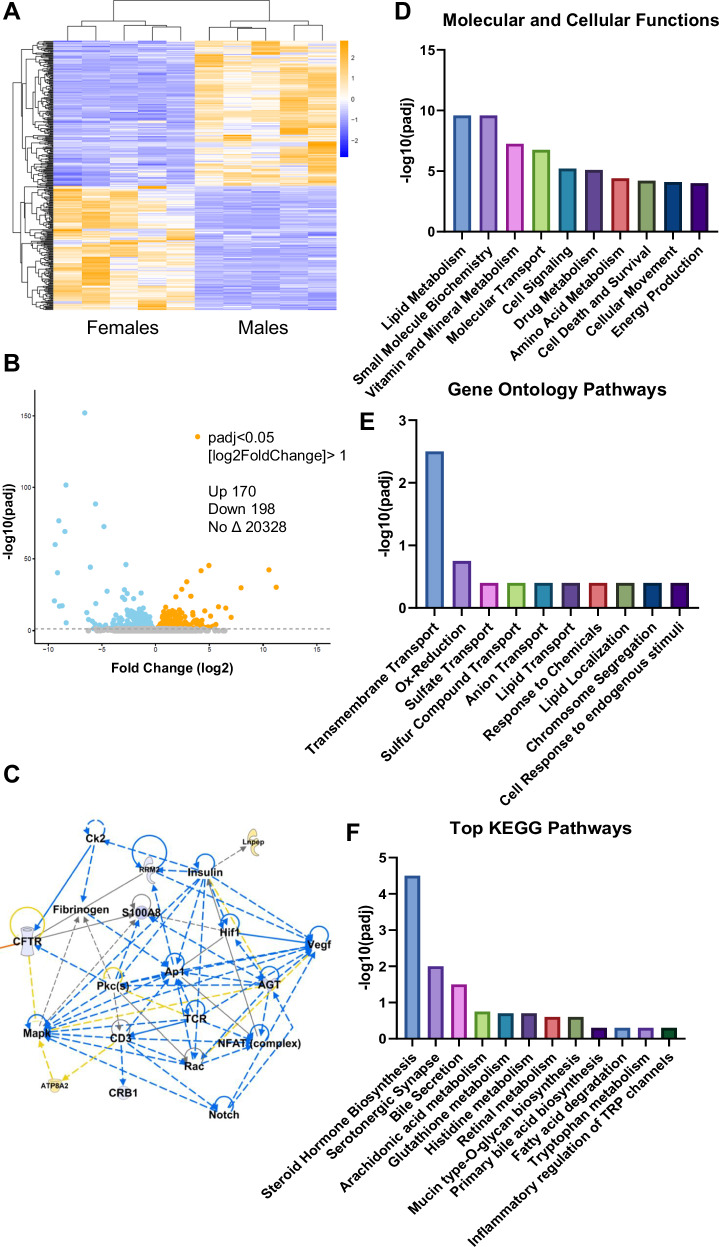
RNA-seq analysis of male and female PCK rat kidney. **A** Heatmap showing fold change differences for different animals. **B** Volcano plot of significantly up (orange) or down (blue) differentially expressed genes in females with a log2fold change (FC) > 1 and *p*-adjusted value < 0.05 as determined by differential expression analysis R-package DEseq2. **C** Signaling network demonstrating down-regulation of pathway-related genes including *Vegf*, *Notch*, *Hif1a*, and *Cftr* in females. Top Molecular and Cellular Functions (**D**), Gene Ontology Pathways (**E**), and KEGG Pathways (**F**) that are predicted to be different between male and female PCK kidney. *N* = 5 male and 5 female rats.

### Comparison of key ion channels in the collecting duct

It is well established that ion channels and transporters along the nephron display strong sexual dimorphism^42,43^. Additionally, there are a number of key channels whose activity may contribute to cystogenesis, including the Epithelial Na^+^ Channel (ENaC)^44^, Aquaporin 2 (AQP2), CFTR, TMEM16A (also known as anoctamin), and Pannexin 1^41^. While we did not see any significant differences in the Na^+^, Ca^2+^, K^+^, or Cl^−^ concentrations in the cystic fluid, we assessed normalized gene counts (Fragments Per Kilobase of transcript per Million mapped reads, FPKM) of ion channels associated with cyst growth in the collecting duct. Many key channel transcripts were significantly different between males and females, including α- and β-ENaC subunits (α *Scnn1a* and β *Scnn1b*), ROMK (*Kcnj1*), K_ir_4.1 (*Kcnj10*), K_ir_5.1 (*Kcnj16*), *Aqp2*, *Cftr*, *Tmem16A*, and the ionic purinergic receptor, *P2rx7* (Fig. 4). 

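Of the 12 genes of Fig. 4, 9 had an exact permutation p of at most 0.05, 8 of them remained so adjusted over the list alone, and 1, *Kcnj1*, had a limma adjusted p of at most 0.05 over all genes tested. *Kcnj1* (ENSRNOG00000059005, chromosome 8, 33514042 to 33518165) rose from 84.0 ± 7.54 FPKM in males to 130.5 ± 9.93 FPKM in females, with no overlap between the sexes. Its log2 fold change was 0.64 (standard error 0.09, limma adjusted p = 0.00263) and stayed between 0.59 and 0.68 with each rat left out. *Kcnj10* was at 8.15 ± 1.75 FPKM in males and 13.0 ± 2.65 FPKM in females (exact permutation test, p = 0.0159, limma adjusted p = 0.0840). *Kcnj16* was at 267 ± 53.5 and 413 ± 102 FPKM (exact permutation test, p = 0.0317, limma adjusted p = 0.157), and without female 4 the exact p was 0.0556. *Aqp2* (7, 141237768 to 141245165), the water channel of principal cells, was at 79.5 ± 18.8 and 117 ± 22.7 FPKM (exact permutation test, p = 0.0238, limma adjusted p = 0.122). The exact p of *Aqp2* was 0.0556 in each of the 5 tests that left out male 2, male 3, male 4, male 5 or female 3. *Scnn1a* was at 18.1 ± 4.96 FPKM in males and 27.3 ± 4.10 FPKM in females (exact permutation test, p = 0.0238, limma adjusted p = 0.0869). *Scnn1b*, which overlaps *Cog7* on the other strand and is therefore uncertain, was at 24.6 ± 5.25 and 32.7 ± 5.36 FPKM. Its exact permutation p was 0.0476, and 0.0635 adjusted over the list alone. In 7 of the 10 tests that left out 1 rat, the exact p of *Scnn1b* was above 0.05, up to 0.103. The third ENaC subunit, *Scnn1g*, was at 17.6 ± 4.62 and 22.5 ± 4.90 FPKM (exact permutation test, p = 0.135), and without male 1 its exact p was 0.0238.
*Cftr* (ENSRNOG00000055103, 4, 42692836 to 42860676) was at 0.289 ± 0.140 FPKM in males and 0.102 ± 0.0187 FPKM in females, with no overlap (exact permutation test, p = 0.00794, and 0.0408 adjusted over the list alone). These values rest on 15 to 59 reads per male and 9 to 14 reads per female. *Ano1*, which encodes TMEM16A, was at 1.51 ± 0.137 FPKM in males and 1.12 ± 0.247 FPKM in females (exact permutation test, p = 0.0238, limma adjusted p = 0.241), and without female 4 the exact p was 0.0556. *P2rx7* was at 0.910 ± 0.147 and 0.620 ± 0.108 FPKM (exact permutation test, p = 0.0159, limma adjusted p = 0.215), from 30 to 69 reads per rat. The difference in *Panx1* did not reach an exact p of 0.05 with all rats (2.85 ± 0.523 and 2.30 ± 0.424 FPKM, exact permutation p = 0.0794). Without male 5 its exact p was 0.0159. That of *P2rx4* did not reach it either (16.3 ± 1.89 and 15.5 ± 1.01 FPKM, exact permutation p = 0.437).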

To estimate correlation of RNA-seq data with protein levels, we have assessed protein levels of K_ir_5.1 with Western blotting. We found a significant increase in K_ir_5.1 protein in the PCK females consistent with the transcript expression levels (Fig. S2). Changes in the protein levels for several other channels and transporters have been thoroughly analyzed and discussed in the discussion section.

**Fig. 4:**
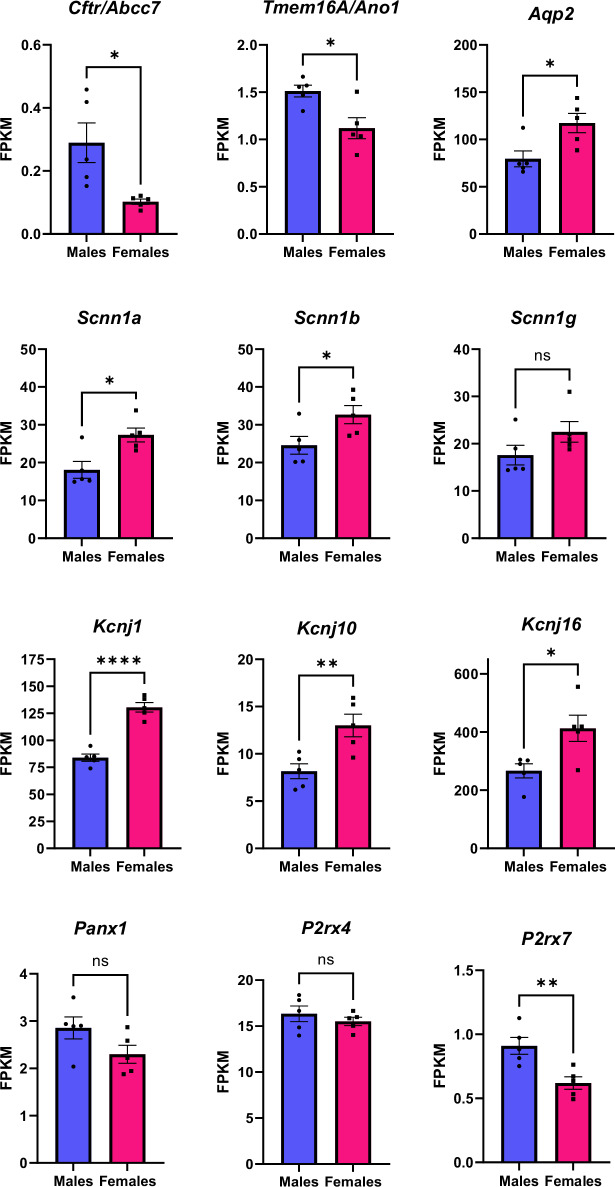
Differentially expressed ion channel genes expressed in the collecting duct. *Cftr* and *Tmem16A* encode chloride channels: cystic fibrosis transmembrane regulator (CFTR) and the calcium-activated chloride channel Anoctamin. *Aqp2* is the gene that transcribed aquaporin 2. Scnn1a, Scnn1b, and Scnn1g encode the α, β, and γ subunits of the epithelial Na^+^ channel (ENaC), respectively. *Kcnj1*, *Kcnj10*, and *Kcnj16* encode the inward-rectifying K^+^ channels: ROMK, K_ir_4.1 and K_ir_5.1. *Panx1*, *P2rx4*, and *P2rx7* transcribe an ATP-releasing channel (Pannexin1) and Ca^+^ transporting ionic purinergic receptors P2X4 and P2X7. Significance was determined by unpaired two-tailed *t*-test with *p* < 0.05 considered significant. Graphs demonstrate the mean ± SEM. *p < 0.05 **p < 0.01 ***p < 0.001. KPKM - Fragments Per Kilobase per Million mapped fragments. *N* = 5 male and 5 female rats.

### Joint Pathway analysis of metabolomic and transcriptomic data

Following the RNA-Seq analysis, we performed a joint pathway analysis by overlaying metabolite changes with transcript changes in Metaboanalyst 6.0 to further delineate metabolic pathways that are different between male and female PCK rats. Figure 5A shows the enriched pathway plot, where greater fold-change differences in genes are graphed on the *x*-axis and greater fold-changes in predicted metabolites are graphed as y-coordinates. The full analysis table for this comparison can be found in the Supplemental Data. Tryptophan metabolism remained a top hit, along with drug metabolism, steroid hormone biosynthesis, and fatty acid metabolism. 

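The genes given here for drug and steroid metabolism were chosen after their values were seen, among *Cyp* and *Akr1* genes past both thresholds. *Akr1c12l1* (chromosome 17, 69588085 to 69599142) was at 127 ± 46.1 FPKM in males and 2.62 ± 0.948 FPKM in females, a log2 fold change of −5.54 (standard error 0.27, limma adjusted p = 6.69e-07). *Cyp4a2* (5, 134196912 to 134207863), a fatty acid hydroxylase, was at 1613 ± 350 FPKM in males and 238 ± 47.9 FPKM in females, a log2 fold change of −2.75 (limma adjusted p = 2.01e-05). The table lists *Cyp4a2* under a second identifier too, ENSRNOG00000009741, with a log2 fold change of 0.31 (limma adjusted p = 0.453). *Cyp2c13* was at 10.4 ± 1.95 and 0.377 ± 0.146 FPKM, with a log2 fold change of −4.49. *Cyp2d5*, *Cyp2d3* and *Cyp2d4* lie side by side on chromosome 7 and had log2 fold changes of −5.49, −2.12 and −1.20. Members of the *Cyp2c*, *Cyp2d*, *Cyp4a* and *Akr1c* groups are paralogs, and the authors' counting could have split reads between them, so the value of each member is uncertain. Higher in females were *Cyp4b1* (10.8 ± 1.68 and 58.9 ± 17.6 FPKM, a log2 fold change of 2.40, limma adjusted p = 7.76e-05) and *Cyp24a1*, which encodes a vitamin D hydroxylase (124 ± 28.9 and 294 ± 38.8 FPKM, a log2 fold change of 1.27, limma adjusted p = 0.00224). The paper overlaid such transcript differences on the cyst fluid metabolites that differ between the sexes. Its legend gives the major pathways of Fig. 5A as predicted to differ.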

Tryptophan metabolism occurs through 3 branches: the indole pathway, the serotonin pathway, and the kynurenine pathway. Several compounds significantly differed between males and females in all 3 branches. Figure 5B demonstrates these branches, and all compounds in yellow boxes are different in males and females. 

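Of 8 genes of tryptophan metabolism, 7 had reads, and 3 of these, *Ahr*, *Inmt* and *Tdo2*, differed by the exact permutation test adjusted over the list alone. The paper came to this pathway through an analysis of the same rats, so that count is not independent evidence. Over all genes tested with limma, 1 of the 5 genes with enough expression had an adjusted p of at most 0.05. This was *Ahr* (ENSRNOG00000004342, chromosome 6, 54963990 to 55001464), which encodes the aryl hydrocarbon receptor. It was at 5.66 ± 0.424 FPKM in males and 7.68 ± 0.835 FPKM in females, with no overlap, and had a log2 fold change of 0.43 (standard error 0.10, limma adjusted p = 0.0499). In 9 of the 10 fits that left out 1 rat, the limma adjusted p of *Ahr* was above the threshold, up to 0.133, and with scaling by total reads, chosen after the data were seen, it was 0.127. *Inmt* was lower in females, at 11.9 ± 1.93 FPKM against 19.5 ± 6.29 FPKM (exact permutation test, p = 0.0159, and 0.0370 adjusted over the list alone). *Kmo* was at 57.2 ± 9.41 FPKM in males and 87.7 ± 22.3 FPKM in females (exact permutation test, p = 0.0317, and 0.0556 adjusted over the list alone). The exact p of *Kmo* was 0.0714 without male 1 or male 5 and 0.0556 without female 3, female 4 or female 5. *Aadat* (16, 32832061 to 32868702) was at 597 ± 278 FPKM in males and 290 ± 86.3 FPKM in females. This difference did not reach an exact p of 0.05 (exact permutation test, p = 0.0635, and 0.0889 adjusted over the list alone). Without male 1 or without male 3, the exact p of *Aadat* was 0.0238. *Tdo2* had 1 to 8 reads in males, 0.150 ± 0.109 FPKM, and at most 2 reads in females, at least 1.42-fold lower (exact permutation test, p = 0.0159).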

To continue looking at this pathway in more detail, we assessed the FPKM values of several genes involved in tryptophan metabolism and found significant differences in *Aadat*, *Ahr*, *Inmt*, *Kmo*, and *Tdo2* expression (Fig. 5C). 

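*Ido1* is listed at 0 in each of the 10 libraries. *Ido2* had 0 to 5 reads per rat, and its means of 0.0684 ± 0.0764 FPKM in males and 0.0996 ± 0.100 FPKM in females did not differ (exact permutation test, p = 0.595). Without female 1 the direction of the *Ido2* difference reversed, so these few reads leave its direction undecided. *Kynu* (chromosome 3, 28416954 to 28566928) was well expressed, at 23.6 ± 5.74 FPKM in males and 29.7 ± 5.75 FPKM in females, and the difference was within the spread between rats (exact permutation test, p = 0.127).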

No differences were observed for *Ido1*, *Ido2*, or *Kynu* (data not shown, but can be found in RNA-Seq supplementary materials).

**Fig. 5:**
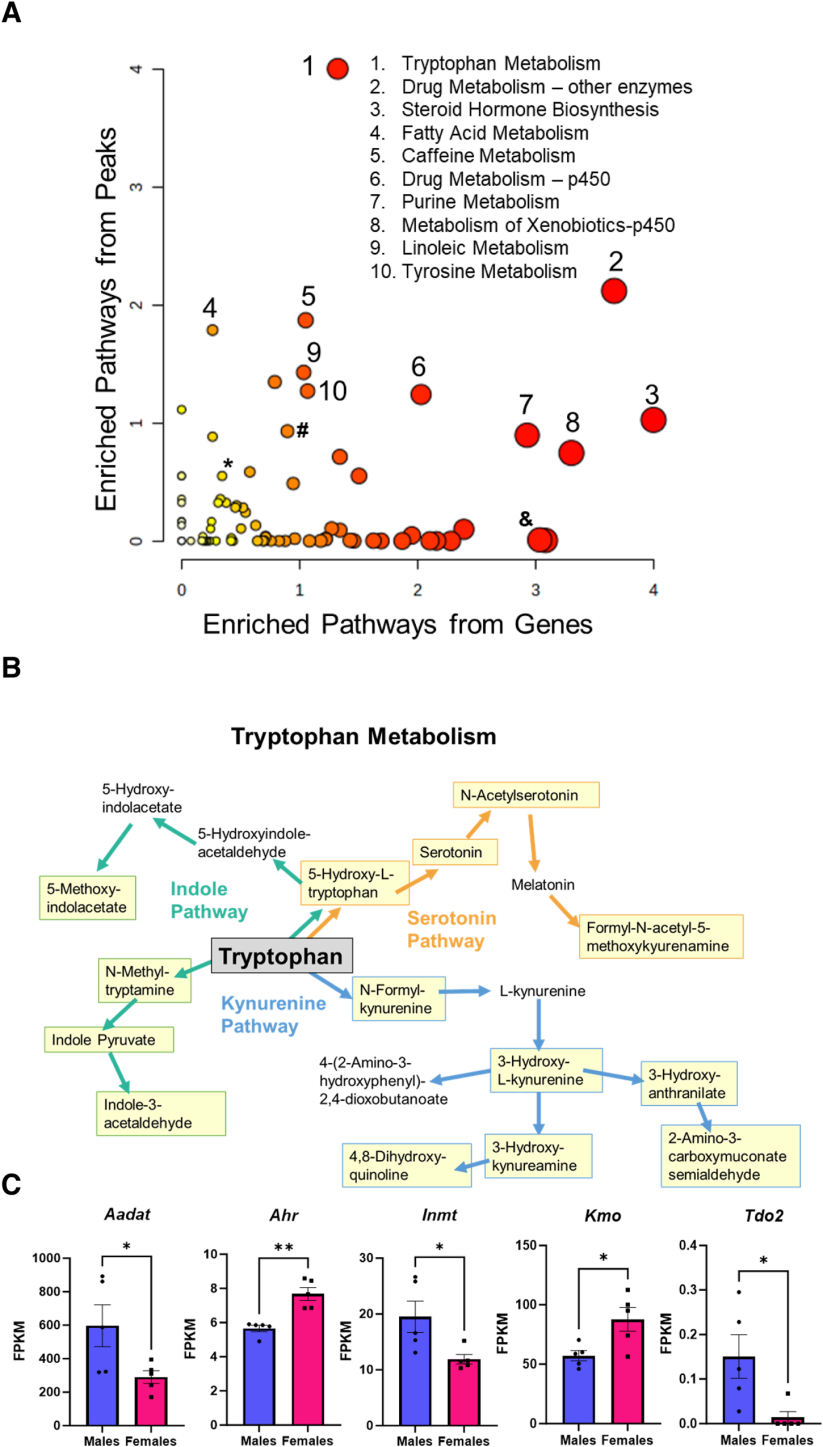
Joint pathway analysis of metabolomics dataset with RNAseq dataset. **A** Enrichment analysis of metabolic pathways resulting from the identification of significantly different cyst fluid metabolites paired with differentially expressed genes in male and female PCK rat kidneys. Larger *y*-axis coordinates correspond to a greater number of significantly different metabolites from a pathway. A larger *x*-axis coordinates result from increased numbers of significantly different genes in a pathway. Major pathways predicted to be different after combining both metabolite and gene expression include: tryptophan metabolism, drug metabolism, steroid hormone biosynthesis, fatty acid metabolism, caffeine metabolism, drug metabolism by cytochrome p450, purine metabolism, metabolism of xenobiotics by cytochrome p450, linoleic metabolism, and tyrosine metabolism. Also, of note are # - amino sugar and nucleotide sugar metabolism, & - arginine and proline metabolism, and * - taurine and hypotaurine metabolism. **B** Schematic of the 3 major arms of tryptophan metabolism. Compounds in yellow boxes are significantly different between male and female cyst fluid. **C** Graphs showing significant differences in several genes associated with tryptophan metabolism signaling. Graphs demonstrate the mean ± SEM. Significance was determined by unpaired two-tailed *t*-test *p < 0.05 **p < 0.01 ***p < 0.001. KPKM - Fragments Per Kilobase per Million mapped fragments.

### Quantification of amino acid concentrations in cyst fluid

We directly quantified the concentrations of amino acids present in the cystic fluid using a targeted metabolomics approach. We also quantified the plasma and urine values for both PCK and SD control rats for comparison. All cyst fluid, plasma, and urine amino acid concentrations and pairwise comparisons can be found in Tables 1–3. Please note that the SD and PCK rats were kept on slightly different diets and collected at different institutes, so values within normal ranges that are significantly different between the two rats’ strains should be approached with caution. Figure 6 shows the relative abundance of the 42 amino acids we tested in cyst fluid. The top 5 most plentiful amino acids in descending order are: Taurine, Glutamic Acid, Glycine, Alanine, and Lysine. While Tryptophan was consistently observed in the omics analyses, its abundance was lower (56.6 ± 3.9 µM) than many other amino acids. Mean male and female values are shown in Table 1.

**Fig. 6:**
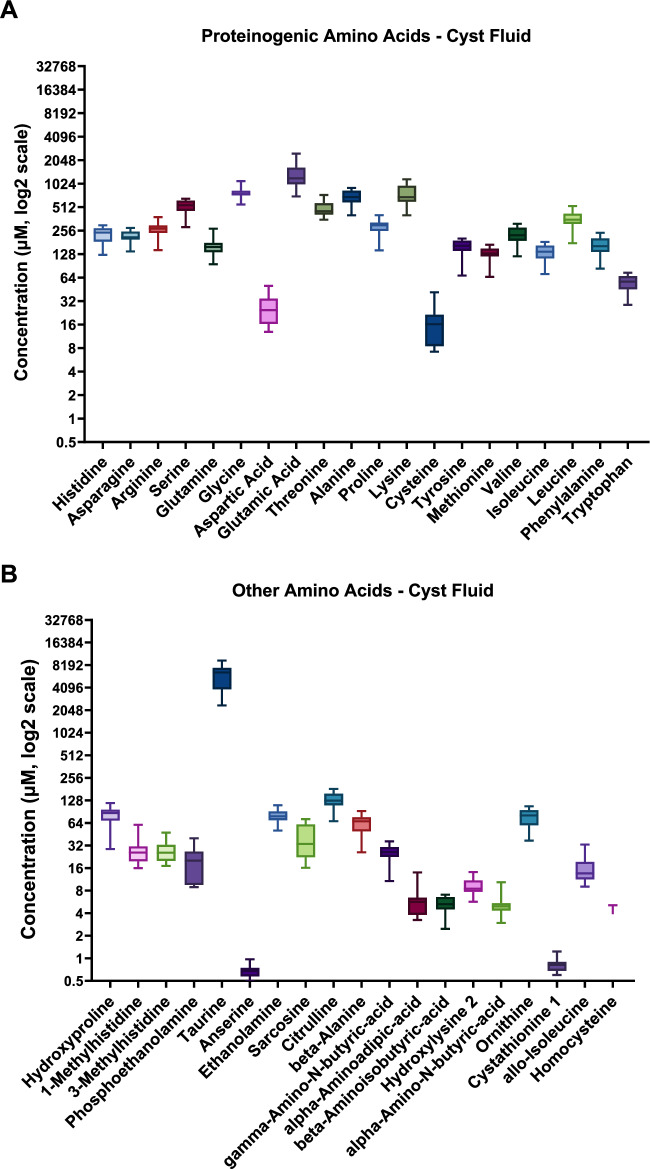
Targeted metabolomic assay to quantify amino acid concentrations present in cystic fluid. **A** Quantification of amino acids used as building blocks for proteins. **B** Quantification of non-proteinogenic amino acids. Box plots demonstrate the mean amino acid concentrations. Both male and female values are included in the average (*N* = 12). Values were determined via mass spectroscopy of cyst fluid compared against known standards. Taurine is the most abundant amino acid present in cystic fluid. Graph *y*-axis are the same scale for easy comparison of relative abundance. *N* = 6 male and 6 female rats.

**Table 1:** Cyst fluid amino acid concentrations

Cyst fluid amino acid (µM)	PCK Rats		
	Males	Females	
	Mean ± SEM	Mean ± SEM	
Histidine	236.58 ± 18.51	219.97 ± 26.27	
Hydroxyproline	87.88 ± 4.40	74.62 ± 13.11	
1-Methylhistidine	20.68 ± 1.56	35.13 ± 5.39	#
3-Methylhistidine	20.93 ± 1.57	33.68 ± 3.40	#
Asparagine	212.12 ± 9.03	220.78 ± 20.27	
Phosphoethanolamine	21.38 ± 4.58	20.28 ± 4.68	
Arginine	268.88 ± 9.33	280.20 ± 36.35	
Carnosine	0.00 ± 0.00	0.00 ± 0.00	
Taurine	7508.12 ± 469.11	4556.87 ± 788.33	#
Anserine	0.70 ± 0.05	0.67 ± 0.07	
Serine	532.83 ± 30.78	524.37 ± 55.78	
Glutamine	161.82 ± 24.05	161.42 ± 10.34	
Ethanolamine	91.63 ± 5.31	69.68 ± 4.84	#
Glycine	829.73 ± 56.68	717.23 ± 45.50	
Aspartic Acid	22.38 ± 3.25	30.97 ± 5.55	
Sarcosine	27.80 ± 3.32	49.48 ± 9.44	
Citrulline	125.15 ± 8.26	135.35 ± 16.21	
Glutamic Acid	1317.40 ± 249.57	1365.98 ± 152.75	
Beta-Alanine	73.10 ± 4.23	55.43 ± 8.55	
Threonine	455.42 ± 33.11	535.18 ± 58.85	
Alanine	685.07 ± 52.34	717.87 ± 71.65	
Gamma-Amino-N-butyric-acid	28.60 ± 2.17	23.00 ± 2.77	
Alpha-Aminoadipic-acid	5.91 ± 1.66	5.89 ± 0.55	
Beta-Aminoisobutyric-acid	5.47 ± 0.49	5.12 ± 0.65	
Proline	279.83 ± 13.12	307.03 ± 37.06	
Hydroxylysine 1	0.00 ± 0.00	0.00 ± 0.00	
Hydroxylysine 2	8.04 ± 0.19	10.50 ± 1.16	0.06
Alpha-Amino-N-butyric-acid	5.77 ± 0.94	4.68 ± 0.40	
Ornithine	85.39 ± 5.44	70.03 ± 10.16	
Cystathionine 1	0.85 ± 0.06	0.82 ± 0.10	
Cystathionine 2	0.00 ± 0.00	0.00 ± 0.00	
Lysine	627.73 ± 31.61	853.52 ± 111.47	
Cysteine	18.57 ± 4.96	17.78 ± 3.97	
Tyrosine	170.43 ± 8.49	146.40 ± 20.21	
Methionine	127.27 ± 4.98	134.62 ± 15.62	
Valine	227.42 ± 13.46	233.42 ± 30.31	
Isoleucine	134.47 ± 8.23	138.33 ± 18.55	
Allo-Isoleucine	13.58 ± 1.48	17.44 ± 3.48	
Homocysteine	2.07 ± 0.96	0.97 ± 0.72	
Leucine	358.57 ± 17.54	362.15 ± 52.84	
Phenylalanine	164.05 ± 9.53	169.82 ± 24.12	
Tryptophan	60.78 ± 4.14	52.43 ± 6.52	

# Significantly different between Male and Female PCK Rats.

Pairwise comparisons of cystic fluid were conducted using Mann–Whitney *U* tests (non-parametric data), # *p*-value < 0.05, *N* = 6 rats per group.

**Table 2:** Plasma amino acid concentrations

Plasma amino acid (µM)	Sprague Dawley		PCK Rats		Comparison			
	Males	Females	Males	Females	SD	PCK	M	F
	Mean ± SEM	Mean ± SEM	Mean ± SEM	Mean ± SEM	F vs M	F vs M	PCK vs SD	PCK vs SD
Histidine	64.22 ± 1.39	52.47 ± 2.11	99.78 ± 11.72	87.50 ± 6.63	*		0.06	§
Hydroxyproline	49.17 ± 2.05	25.98 ± 1.06	82.10 ± 6.94	38.28 ± 4.66	*	#	¥	0.06
1-Methylhistidine	19.77 ± 0.98	12.65 ± 0.23	13.42 ± 1.11	9.07 ± 0.50	*	#	¥	§
3-Methylhistidine	12.27 ± 0.91	7.23 ± 0.20	6.62 ± 0.56	4.68 ± 0.53	*	#	¥	§
Asparagine	102.37 ± 3.95	79.80 ± 2.64	104.42 ± 4.82	86.45 ± 8.06	*			
Phosphoethanolamine	5.43 ± 0.24	4.83 ± 0.37	19.40 ± 2.67	13.20 ± 1.79			¥	§
Arginine	134.20 ± 3.72	123.57 ± 4.56	107.52 ± 4.31	115.88 ± 3.70			¥	
Carnosine	2.13 ± 0.21	1.18 ± 0.13	0.00 ± 0.00	0.00 ± 0.00	*		¥	§
Taurine	202.37 ± 16.79	194.45 ± 6.96	164.87 ± 8.75	128.37 ± 3.90		#	¥	§
Anserine	4.48 ± 0.37	3.98 ± 0.31	1.08 ± 0.11	1.19 ± 0.19			¥	§
Serine	322.48 ± 17.58	263.83 ± 10.10	326.00 ± 13.73	258.05 ± 14.60	*	#		
Glutamine	487.52 ± 3.44	396.55 ± 14.24	559.82 ± 24.24	479.82 ± 16.97	*	#	0.06	§
Ethanolamine	8.62 ± 0.26	7.03 ± 0.49	7.57 ± 0.42	5.13 ± 0.29	*	#	¥	§
Glycine	394.53 ± 20.90	229.18 ± 5.91	151.33 ± 6.56	99.38 ± 8.45	*	#	¥	§
Aspartic Acid	2.60 ± 0.18	1.93 ± 0.18	2.58 ± 0.51	2.32 ± 0.25	*			
Sarcosine	2.30 ± 0.07	1.52 ± 0.12	1.45 ± 0.11	0.93 ± 0.17	*	#	¥	§
Citrulline	66.88 ± 1.17	73.28 ± 3.76	72.02 ± 2.48	84.43 ± 2.00		#		§
Glutamic Acid	72.17 ± 5.19	48.38 ± 2.61	77.63 ± 11.53	62.47 ± 8.39	*			
Beta-Alanine	1.23 ± 0.10	0.85 ± 0.11	1.18 ± 0.22	0.78 ± 0.17	*			
Threonine	301.55 ± 11.69	313.33 ± 19.21	349.20 ± 23.42	397.68 ± 29.62			¥	
Alanine	471.12 ± 35.13	458.85 ± 33.07	559.90 ± 23.67	576.25 ± 40.74				
Gamma-Amino-N-butyric-acid	0.01 ± 0.00	0.00 ± 0.00	0.11 ± 0.02	0.08 ± 0.01			¥	§
Alpha-Aminoadipic-acid	2.25 ± 0.08	1.82 ± 0.10	1.68 ± 0.15	1.52 ± 0.16	*		¥	
Beta-Aminoisobutyric-acid	0.10 ± 0.00	0.10 ± 0.00	0.09 ± 0.00	0.09 ± 0.00			¥	§
Proline	157.73 ± 5.97	168.92 ± 5.85	254.70 ± 22.17	250.23 ± 9.97			¥	§
Hydroxylysine 1	0.10 ± 0.00	0.10 ± 0.00	0.00 ± 0.00	0.00 ± 0.00			¥	§
Hydroxylysine 2	1.99 ± 0.18	1.70 ± 0.14	0.65 ± 0.11	0.68 ± 0.07			¥	§
Alpha-Amino-N-butyric-acid	18.42 ± 1.48	43.02 ± 4.60	5.44 ± 0.24	5.40 ± 0.43	*		¥	§
Ornithine	51.38 ± 2.30	27.95 ± 2.44	63.04 ± 5.48	38.56 ± 1.81	*	#		§
Cystathionine 1	1.02 ± 0.09	0.43 ± 0.03	0.74 ± 0.05	0.72 ± 0.03	*		¥	§
Cystathionine 2	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00				
Lysine	504.40 ± 22.20	486.43 ± 20.00	297.28 ± 10.15	404.27 ± 15.24		#	¥	§
Cysteine	38.18 ± 0.47	45.47 ± 2.84	29.47 ± 1.76	32.93 ± 2.25	0.06		¥	§
Tyrosine	88.88 ± 3.86	62.88 ± 7.01	70.83 ± 4.20	46.10 ± 2.86	*	#	¥	0.06
Methionine	61.25 ± 1.18	55.92 ± 1.32	64.73 ± 4.80	56.15 ± 2.44	*			
Valine	232.58 ± 7.15	163.40 ± 9.53	123.08 ± 8.43	124.52 ± 9.66	*		¥	§
Isoleucine	132.87 ± 3.62	79.78 ± 5.12	64.10 ± 5.80	61.25 ± 5.92	*		¥	0.06
Allo-Isoleucine	0.00 ± 0.00	0.23 ± 0.11	0.33 ± 0.05	0.46 ± 0.05	0.06		¥	
Homocysteine	0.83 ± 0.09	0.47 ± 0.07	0.00 ± 0.00	1.67 ± 1.55	*		¥	
Leucine	197.43 ± 4.74	131.67 ± 6.55	168.75 ± 10.19	156.02 ± 13.11	*		0.06	
Phenylalanine	64.73 ± 1.22	58.37 ± 1.96	58.12 ± 3.99	50.08 ± 1.86	*		0.06	§
Tryptophan	125.57 ± 1.95	139.05 ± 4.50	59.13 ± 2.92	65.17 ± 4.38	*		¥	§

Pairwise comparisons of cystic fluid were conducted using Mann–Whitney *U* tests (non-parametric data), *p*-value < 0.05 are considered significant. *N* = 6 rats per group.

* Significantly different between Male and Female SD rats

# Significanly different betweem Male and Female PCK Rats

¥ Significantly different between Male SD and PCK rats

§ Significantly different between Female SD and PCK rats

**Table 3:** Urine fluid amino acid concentrations

Urine amino acid (µM)	Sprague Dawley		PCK Rats		Comparison			
	Males	Females	Males	Females	SD	PCK	M	F
	Mean ± SEM	Mean ± SEM	Mean ± SEM	Mean ± SEM	FvM	FvM	PCKvSD	PCKvSD
Histidine	24.85 ± 7.96	33.42 ± 16.35	169.30 ± 65.12	49.42 ± 14.78			¥	
Hydroxyproline	32.38 ± 13.57	27.53 ± 19.30	34.63 ± 7.80	14.12 ± 3.97		#		
1-Methylhistidine	17.45 ± 6.00	143.05 ± 89.12	11.50 ± 2.16	32.77 ± 17.70	*			0.06
3-Methylhistidine	8.03 ± 1.94	33.38 ± 8.15	8.57 ± 2.25	25.00 ± 9.58	*			
Asparagine	29.62 ± 9.30	29.90 ± 12.36	173.78 ± 56.80	59.98 ± 16.37			¥	0.06
Phosphoethanolamine	1.03 ± 0.07	0.80 ± 0.03	4.07 ± 1.45	1.57 ± 0.56	*		¥	
Arginine	21.87 ± 5.19	16.15 ± 4.68	129.07 ± 51.35	30.20 ± 7.91			¥	
Carnosine	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00				
Taurine	2043.65 ± 613.67	2394.68 ± 751.55	9704.97 ± 1863.02	7569.93 ± 1630.58			¥	§
Anserine	0.32 ± 0.09	0.35 ± 0.11	0.63 ± 0.11	0.47 ± 0.05				
Serine	59.58 ± 15.58	54.77 ± 20.32	413.53 ± 170.45	68.02 ± 16.30			¥	
Glutamine	36.77 ± 14.88	113.20 ± 50.42	318.53 ± 96.98	136.57 ± 41.56	0.06		¥	
Ethanolamine	74.30 ± 10.63	43.65 ± 17.06	141.02 ± 36.73	52.28 ± 17.17	0.06	0.06		
Glycine	180.92 ± 41.47	202.30 ± 103.68	290.37 ± 70.27	116.43 ± 39.40		0.06		
Aspartic Acid	5.03 ± 1.25	2.17 ± 0.74	50.95 ± 23.67	3.82 ± 1.50	0.06	#	¥	
Sarcosine	4.63 ± 1.53	9.13 ± 3.52	17.40 ± 6.47	14.82 ± 4.86				
Citrulline	10.33 ± 2.11	12.07 ± 2.90	25.55 ± 8.33	15.85 ± 3.92				
Glutamic Acid	88.73 ± 24.57	41.97 ± 19.61	302.45 ± 130.13	40.87 ± 13.57	0.06	#		
Beta-Alanine	34.52 ± 12.29	37.40 ± 15.04	67.17 ± 12.05	58.43 ± 12.10				
Threonine	62.08 ± 17.93	63.15 ± 23.52	365.87 ± 125.30	98.80 ± 18.62			¥	
Alanine	62.65 ± 20.35	50.28 ± 15.74	192.63 ± 57.79	109.18 ± 23.47			¥	
Gamma-Amino-N-butyric-acid	12.90 ± 3.70	17.55 ± 7.73	21.83 ± 4.34	16.29 ± 4.84				
Alpha-Aminoadipic-acid	0.28 ± 0.10	0.48 ± 0.21	0.43 ± 0.14	1.05 ± 0.29				
Beta-Aminoisobutyric-acid	3.22 ± 1.06	5.03 ± 1.67	3.56 ± 0.84	3.18 ± 0.89				
Proline	19.07 ± 4.87	15.70 ± 6.99	62.23 ± 15.13	24.65 ± 5.82			¥	
Hydroxylysine 1	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00				
Hydroxylysine 2	0.54 ± 0.08	0.66 ± 0.16	0.67 ± 0.06	0.70 ± 0.09				
Alpha-Amino-N-butyric-acid	0.80 ± 0.27	1.57 ± 0.29	1.38 ± 0.31	0.75 ± 0.23				0.06
Ornithine	8.15 ± 3.39	7.22 ± 2.21	13.63 ± 2.40	13.54 ± 3.88				
Cystathionine 1	0.10 ± 0.03	0.00 ± 0.00	0.57 ± 0.08	0.30 ± 0.01	*	#	¥	§
Cystathionine 2	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00	0.00 ± 0.00				
Lysine	60.58 ± 20.99	48.77 ± 15.86	343.20 ± 137.15	73.63 ± 17.95			¥	
Cysteine	2.40 ± 0.38	3.77 ± 1.01	2.50 ± 0.50	2.95 ± 0.74				
Tyrosine	9.57 ± 2.68	9.07 ± 3.93	93.53 ± 42.59	10.88 ± 2.81			¥	
Methionine	12.10 ± 4.07	14.70 ± 7.70	107.57 ± 46.38	20.63 ± 5.80			¥	
Valine	19.92 ± 5.57	8.77 ± 3.15	202.92 ± 95.43	13.23 ± 2.88	0.06	#	¥	
Isoleucine	11.05 ± 2.91	4.60 ± 1.78	122.52 ± 58.76	3.97 ± 1.05	0.06	#	0.06	
Allo-Isoleucine	2.42 ± 1.29	1.30 ± 0.43	3.29 ± 0.38	10.21 ± 4.15				§
Homocysteine	0.47 ± 0.06	0.68 ± 0.05	0.80 ± 0.80	0.00 ± 0.00	*		¥	§
Leucine	22.77 ± 6.08	9.25 ± 3.76	281.95 ± 135.86	13.42 ± 3.37	0.06	#	¥	
Phenylalanine	12.45 ± 3.70	15.00 ± 6.30	88.08 ± 38.56	16.15 ± 4.15			¥	
Tryptophan	4.97 ± 0.96	4.67 ± 1.33	29.93 ± 13.48	3.57 ± 0.88		#		

Pairwise comparisons of cystic fluid were conducted using Mann–Whitney *U* tests (non-parametric data), # *p*-value < 0.05. *N* = 6 rats per group.

* Significantly different between Male and Female SD rats

# Significanly different betweem Male and Female PCK Rats

¥ Significantly different between Male SD and PCK rats

§ Significantly different between Female SD and PCK rats

Compared to both plasma and urine values, 6 amino acids were pointedly different in all fluids. These were Alanine, Cysteine, Ornithine, Citrulline, Sarcosine, and α-Aminoadipic Acid. In total, there were 22 amino acids in cystic fluid that were significantly increased above both plasma and urine values: Histidine, Leucine, Isoleucine, Valine, Methionine, Phenylalanine, Lysine, Arginine, Asparagine, Serine, Aspartic Acid, Glutamic Acid, Glycine, Alanine, Tyrosine, Cysteine, 1-Methylhistidine, Sarcosine, Citrulline, Ornithine, Hydroxylysine 2, and α-Aminoadipic-acid. All amino acid comparison graphs can be found in Figs. S3–S6. Regarding sex variations, there were only 4 amino acids in the cystic fluid: 1-Methylhistidine, 3-Methylhistidine, Ethanolamine, and Taurine that differed between males and females, although Sarcosine was trending towards significance (Fig. S7). In all 5 of these, the circulating amino acid level was also significantly distinct between sexes.

The concentration of taurine in cystic fluid was over 5-fold greater than the next most concentrated amino acid (Fig. 7). Taurine is dramatically increased in the cyst fluid compared to circulating values; however, it was not significantly different from urine. Additionally, circulating and cyst fluid taurine levels were significantly decreased in females. We also measured circulating and urinary taurine levels from male and female SD rats (Tables 1 and 2, respectively). PCK rats had significantly reduced circulating taurine, although they remained within normal circulating taurine values (Fig. 7C). On the other hand, urinary taurine was tremendously increased in the PCK rats compared to SD controls (Fig. 7D). There were no sex differences in SD rat taurine concentrations. It should also be noted that the rat diets contained only 0.00 (PCK)–0.3 (SD)% taurine (Fig. S8). 

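*Cdo1* (ENSRNOG00000000158, chromosome 18, 40701984 to 40716686), which encodes cysteine dioxygenase, was at 39.8 ± 17.4 FPKM in males and 23.3 ± 6.70 FPKM in females (exact permutation test, p = 0.0794, and 0.190 adjusted over the list alone, of 8 taurine genes). This difference did not reach an exact p of 0.05 with all rats, and the exact p of *Cdo1* was 0.0397 without male 1 and 0.0476 without male 3. *Csad* (ENSRNOG00000011573, 7, 143781702 to 143793970), which encodes cysteine sulfinate decarboxylase, was at 38.3 ± 6.19 FPKM in males and 30.5 ± 6.61 FPKM in females (exact permutation test, p = 0.0952). Its limma adjusted p over all genes was 0.343, and that of *Cdo1* was 0.284.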

Cysteine dioxygenase (CDO) and cysteine sulfinate decarboxylase (CSAD) are the 2 rate-limiting enzymes responsible for taurine synthesis from cysteine degradation, but the genes encoding these enzymes were not significantly different between male and female PCK rats (data not shown but can be found in RNA-Seq supplementary materials).

**Fig. 7:**
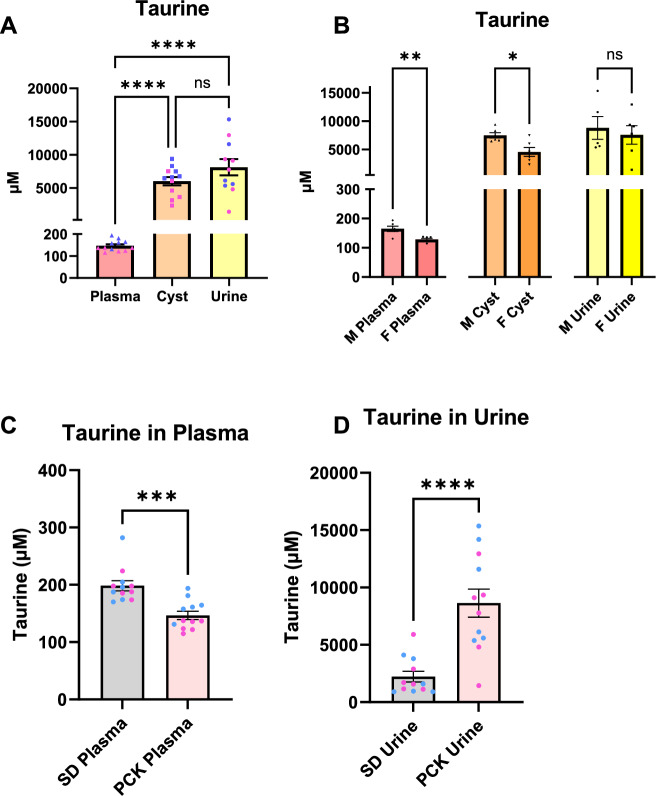
Taurine concentrations. **A** Comparison of taurine concentrations between plasma, cyst fluid, and urine. **B** Comparisons of taurine concentration sex differences. Taurine was significantly reduced in female plasma and cyst fluid. **C** Summary of taurine plasma levels in age-matched Sprague Dawley (SD) rats and PCK rats. **D** Graph of urinary taurine concentrations in SD or PCK rats. There were no significant differences in plasma or urine taurine concentrations in SD rats. Individual male (blue) and female (pink) data points are shown in each graph, mean ± SEM. *N* = 6 male and 6 female rats. Significance was determined by Brown-Forsythe and Welch ANOVA with Dunnet’s correction for multiple comparisons (**A**) or unpaired *t*-test (**B**–**D**) *p < 0.05, **p < 0.01, ***p < 0.001, ***p < 0.0001.

## Discussion

In this study, we investigated the ion concentrations and metabolite profiles of cystic fluid from the PCK rat, a model of ARPKD. Our findings demonstrate that cystic fluid in this model has its own distinct ion concentration gradients and that the metabolite profile differs between sexes. Compared to ADPKD distal cyst human values, the rat K^+^ concentrations were much greater (~95 mM vs 5–58 mM), but the Na^+^ (24 vs 5–50 mM) was in the middle of the detected human range, and the Cl- (60 vs 0–55 mM) was just slightly over the maximum reported human values^14^. Ion and solute transport are critically reliant upon unique concentration gradients and membrane voltage potentials. To date, most in vitro transport experiments, including those from our group, have been conducted in cell culture media or extracellular solutions that mimic the interstitial fluid with typical concentrations in the 110–150 mM Na^+^, 3–30 mM K^+^, 1–2 mM Ca^2+^, and 100–140 mM Cl^−^ ranges^36,45–48^. For distal gradient cysts, this solution may not provide accurate information about transport directionality as both ion driving forces and resting apical membrane potential should be impacted by the low Na^+^ and Cl^−^, but high K^+^ extracellular concentrations. Further studies are needed to investigate the potential functional effects this altered apical extracellular solution may have on transport and downstream signaling. Additionally, cyst fluid osmolality is worth noting as a recent preprint from Márquez-Nogueras et al. suggests that polycystin 2 may act as an osmosensor^49^. Interestingly, although we did not observe any significant differences in the cyst fluid ion concentrations, there were significant differences in mRNA expression of several collecting duct transporters that may be protective in females, although this is only speculation without functional channel measurements in males and females. Namely, CFTR and potentially TMEM16A are proposed to be major transporters responsible for chloride secretion into the cysts, which helps drive cystogenesis^41^. The transcripts for both these proteins are significantly reduced in the female PCK kidneys. Additionally, both the α-(*Scnn1a*) and β-(*Scnn1b*) ENaC subunits are significantly increased in females as expected based on previous data in healthy female rodents^42^. The augmented Na^+^ absorption through increased ENaC activity could help prevent fluid buildup in females^44,50^. Furthermore, Arkhipov et al. reported that loss of the ionotropic purinergic receptor P2X7 increased ENaC activity, slowing cyst growth, and the females also have reduced *P2rx7* expression^51^. Whether these transcriptional changes remain at the protein level and translate to functional differences, as well as whether humans with PKD have similar expression profiles, still needs to be determined.

Our results also demonstrated that there is a diverse range of chemical classes present in the cystic fluid, and the predominant chemical class appears to be amino acids, their derivatives, and peptide fragments. Our findings are consistent with previous reports where changes in tryptophan metabolism, arginine biosynthesis, fatty acid metabolism, purine metabolism, folate metabolism, nicotinate/nicotinamide metabolism, and drug metabolism were identified in different animal and human models^23,32,52,53^. Reduction of fatty acid oxidation and dysregulation of lipid metabolism are established features of polycystic kidneys^28^. Previous work from Trott et al. found that arginine deprivation could inhibit cyst growth in vitro and that *Pkd1*-null cell lines had reduced proliferation compared to wild-type cell lines when challenged with reduced arginine levels^27^. Arginine reprogramming affects metabolites in both the urea and tricarboxylic acid (TCA) cycles, and arginine concentration in the PCK cyst fluid was more than double the circulating arginine concentration (Fig. S4). Our observed sex differences in tryptophan metabolism are also noteworthy as they are in line with observations from several other studies. Hopp et al. identified tryptophan metabolites as being highly associated with disease progression in the ADPKD model, the *Pkd1*^RC/RC^ mouse^29^, and building on this foundation, Nguyen et al. demonstrated that knockout of the key tryptophan metabolism enzyme, indoleamine 2,3-dioxygenase 1 (IDO1), in this model reduced cystic index and kidney to body weight ratios^54^. Beyond this, Baliga et al. found that tryptophan metabolites were significantly different between healthy and diseased children and associated with disease progression in a clinical trial of young adults with ADPKD^32^.

Similar to cancer cells, PKD epithelia feature a shift from oxidative phosphorylation to aerobic glycolysis known as the Warburg effect^53,55^. This results in enhanced production of lactate from glycolysis instead of the full utilization of glucose through the TCA cycle. While we did not observe differences in the lactate present between male and female PCK rats, we did find lactate present in the cystic fluid. Also related to this was the high concentration of glucose present in the PCK rat cystic fluid at 70 mg/dL, which could be contributing to the shift to aerobic glycolysis. Indeed, high glucose has been demonstrated to increase cystogenesis in PKD organoids^56^, and increased pancreatic cyst glucose is a diagnostic marker for potentially malignant cysts^57^. Moreover, a recent randomized controlled trial with 66 ADPKD patients utilizing a ketogenic diet showed an improved kidney function in ADPKD patients; however, the kidney size decrease did not reach statistical significance^58^.

Perhaps the most unexpected finding of this study was the high taurine content in the cystic fluid and urine from the PCK rats. However, previous metabolomics studies have associated it with cystic disease in urine. Work from Taylor et al. characterizing the urinary metabolome of the renal cyst model, the *jck* mouse, identified taurine as one of the top 50 metabolites that could discriminate between WT and diseased mice, although in their model, urinary taurine excretion was reduced in *jck* mice^23^. Additionally, taurine and hypotaurine metabolism was identified as a pathway of interest in the joint pathway analysis, revealing both metabolite and gene expression changes (Fig. 5, *on the graph).

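Of 8 tested genes of taurine synthesis, transport and conjugation, 1 had an exact permutation p of at most 0.05. Adjusted over the list alone 0 passed, but a lone gene cannot pass there, since the smallest exact p that 5 rats against 5 allow becomes 0.0635 over 8 genes. The gene was *Baat* (ENSRNOG00000007395, chromosome 5, 64768401 to 64777368), which encodes the enzyme that joins bile acids to taurine or glycine. It was at 5.32 ± 2.57 FPKM in males and 23.3 ± 6.18 FPKM in females, with no overlap (exact permutation test, p = 0.00794, and 0.0635 adjusted over the list alone). Over all genes tested, *Baat* was the only one of the 8 with a limma adjusted p of at most 0.05, with a log2 fold change of 2.21 (standard error 0.33, limma adjusted p = 0.00422). *Ado* was at 4.54 ± 1.03 FPKM in males and 5.54 ± 0.620 FPKM in females (exact permutation test, p = 0.0794), and its exact p was 0.0397 without male 1 and 0.0476 without female 4. *Fmo1* (168 ± 39.6 and 173 ± 47.7 FPKM, exact permutation p = 0.881) and *Ggt1* (311 ± 88.9 and 283 ± 62.3 FPKM, exact permutation p = 0.540) did not differ beyond the spread, and *Fmo1* reversed without male 5 or without female 4. The transporter genes did not differ either. *Slc6a6* was at 40.2 ± 22.7 FPKM in males and 35.6 ± 10.6 FPKM in females (exact permutation test, p = 0.794). Male 4, at 79.6 FPKM, set that direction, and without it the mean of *Slc6a6* was 5.31 FPKM higher in females. *Slc36a1*, which encodes PAT1, was at 7.15 ± 1.05 FPKM in males and 7.58 ± 1.09 FPKM in females (exact permutation test, p = 0.516).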

Taurine is one of the most abundant amino acids in the body and has many different functions, including regulating cell volume, membrane stabilization, formation of bile salts, and scavenging free radicals^59^. Systemic taurine levels are maintained through the conversion of cysteine to taurine and taurine consumption^59^. Since mammals lack the enzymatic machinery to break down taurine, excess taurine is either excreted by the kidneys or eliminated through the feces as a bile-salt conjugate^59^. Taurine uptake into cells occurs predominantly through the Na^+^ Cl^−^ dependent taurine transporter (TauT, encoded by *Slc6a6*) but can also pass through the higher capacity but lower affinity proton-coupled amino acid transporter, PAT1. Beyond this, some amino acids, such as β-alanine can outcompete taurine for TauT transport, allowing for further reduced systemic taurine levels^59^.

In the kidney, taurine acts as an organic osmolyte to protect medullary cells in hypertonic conditions and has been shown to accumulate in the proximal tubule, thin descending limb, thick ascending limb, and collecting duct cells^60,61^. In most cases, taurine and taurine transport are renoprotective; taurine supplementation reduced blood pressure increases in Dahl Salt-Sensitive rats^62^, prior taurine administration reduced ischemia-reperfusion injury^63^, loss of TauT increased diabetic nephropathy susceptibility in streptozotocin-treated C57BL/6 mice^64^, and taurine transporter knockout mice had reduced diuresis after repeated water loads and increased vasopressin to creatinine ratios following water deprivation^65^. Patients with ESKD have lower circulating taurine, and urinary taurine is reduced in patients with advanced CKD^66,67^. In the case of our model of ARPKD; however, we postulate that it may be deleterious as taurine accumulation in the cyst fluid could provide solute drag to increase cyst growth. While initially potentially beneficial by acting as an antioxidant and preventing cell volume changes, taurine may then get trapped within cysts. Furthermore, the low Na^+^ and Cl^−^ concentrations in the cyst fluid would reduce apical TauT activity, increasing the likelihood that taurine accumulates in the cyst fluid and is unable to reenter the cell due to unfavorable concentration gradients. Future studies will more thoroughly interrogate this potential phenomenon.

From a clinical perspective, the results of this work have several interesting implications for potential dietary intervention or therapeutic targets for PKD patients. A recent study from Kim et al. found that plasma taurine levels of ADPKD patients were inversely correlated with baseline height to total kidney volume, a measurement of cyst burden, suggesting taurine may be important in human PKD^31^. Additionally, in the human ADPKD scRNA-Seq data set from Muto et al., there are notable changes in TauT mRNA expression in several cell types compared to control kidneys, further strengthening the rationale to study taurine transport and metabolism in PKD^68^. Ongoing studies in the lab are assessing taurine levels and untargeted metabolomics of cystic fluid and plasma from ADPKD patients to more thoroughly investigate this translational potential. In humans, our taurine intake comes from animal protein, so a vegan diet has virtually no dietary taurine; normal levels come from endogenous production. If dietary taurine is an environmental factor that exacerbates cystogenesis, clinicians could advise patients to avoid taurine supplements, energy drinks, and animal proteins high in taurine, such as shellfish. Regarding sex differences, a study examining gender-specific pathways in humans found that the cysteine-methionine-S-Adenosylmethionine-taurine pathway was significantly increased in males^69^. Beyond this, taurine is important for male reproductive function, and testosterone has been shown to increase taurine synthesis through elevated CSAD expression in mouse hepatocytes, whereas estradiol had the opposite effect^70–72^. In summary, the results of this study demonstrate that there is still more to learn about the composition of polycystic kidney fluid, and this knowledge may provide insights for potential new pharmacological interventions or dietary changes that can help slow disease progression.

## Methods

### Animals

Rats were maintained in a standard 12/12 dark/light cycle with food provided *ad libitum*. For experiments, 10–12 week-old rats were deeply anesthetized with isoflurane and distal aorta cannulated for arterial blood collection prior to flushing the kidneys with PBS. Urine samples were collected directly from the bladder by aspiration with a 22-gauge needle and 1 mL syringe. All samples were collected between 11 and 3 pm to eliminate potential circadian effects. Diet compositions can be found in Fig. S8. All animal procedures were approved by the Institutional Animal Care and Use Committee at the University of South Florida (USF), Medical University of South Carolina (MUSC) or Medical College of Wisconsin (MCW) in accordance with the Guide for the Care and Use of Laboratory Animals and followed the ARRIVE guidelines. We have complied with all relevant ethical regulations for animal use.

### Untargeted metabolomics and RNAseq datasets

Male and Female PCK rats (PCK/CrljCrl-Pkhd1pck/Crl) were previously purchased from Charles River and a colony was maintained at MCW on Purina Lab Diet 5001. The 5 male and 5 female PCK rats used for untargeted metabolomics were littermates from 2 separate litters with different parents; all samples were collected within 2 weeks of one another and immediately snap-frozen.

### Targeted metabolomics

Male and Female PCK rats were obtained from the PKD Research Resource Consortium (PKD-RRC) and housed at MUSC. Tissue was collected from an active breeding colony at MUSC maintained on PicoLab Verified 75 IF 5V75 lab diet (0.0% Taurine, Fig. S8).

Sprague-Dawley rats were processed at USF. Sprague Dawley rats were obtained from Charles River, maintained on Teklad 2918 irradiated diet (<0.3% Taurine^73^, Fig. S8), and allowed to acclimate to their new location for 2 weeks before tissue collection.

### Biochemical measurements

The concentrations of Na^+^, K^+^, Cl^−^, Ca^2+^, glucose and creatinine from urine, blood, and cyst fluid were measured with a blood gas analyzer ABL800 FLEX (Radiometer America Inc.); samples were analyzed in freshly collected samples using the same instrument. Osmolarity measurements were determined by the MCW Department of Physiology Biochemistry Core Laboratory using freezing point depression. Due to variations in the amount of available cyst fluid and urine, several measurements were missing and group size may vary.

### Untargeted metabolomics

Methodology for Qualitative large-scale profiling as previously published^74,75^. Cyst fluid samples were deproteinized with six times the volume of cold acetonitrile:methanol (1:1 ratio), kept on ice with intermittent vortexing for 30 min at 4 C, then centrifuged at 18000 × *g*. 13C6-phenylalanine (3 µl at 250 ng/µl) was added as an internal standard to each sample prior to deproteinization. The supernatants were divided into 2 aliquots and dried down for analysis on a Quadrupole Time-of-Flight Mass Spectrometer (Agilent Technologies 6550 Q-TOF) coupled with an Ultra High Pressure Liquid Chromatograph (1290 Infinity UHPLC Agilent Technologies). Profiling data were acquired under both positive and negative electrospray ionization conditions over a mass range of 100–1200 m/z at a resolution of 10,000–35,000 (separate runs). Metabolite separation was achieved using two columns of differing polarity, a hydrophilic interaction column (HILIC, ethylene-bridged hybrid 2.1 × 150 mm, 1.7 mm; Waters) and a reversed-phase C18 column (high-strength silica 2.1 × 150 mm, 1.8 mm; Waters). For each column, the run time is 20 min using a flow rate of 400 µl/min. A total of four runs per sample were performed to give maximum coverage of metabolites. Samples were injected in duplicate or triplicate, and a quality control sample, made up of a subset of samples from the study was injected several times during a run. All raw data files obtained were converted to compound exchange file format using Masshunter DA reprocessor software (Agilent). Mass Profiler Professional (Agilent) was used for data alignment and to convert each metabolite feature (m/z × intensity × time) into a matrix of detected peaks for compound identification. An unsupervised principal component analysis (PCA), ANOVA, and heat map comparison between groups were obtained for analysis. This gives a list of accurate mass molecular weights of differentially expressed components that was run against the Metlin database to give putative identification (IDs). The list of components would have a putative ID or a mass (m/z) value depending on whether match was found. Components that were assigned putative IDs were further examined by comparison to a purchased reference standard of the proposed compound. Mass accuracy of the Q-TOF method was ≤ 0.05 and |fold change|≥ 1.5).

### Metaboanalyst 6.0 MS peaks to pathways

In order to improve MS resolution, rather than identifying unique peaks, a key concept is to identify compounds related to individual pathways or groups of functionally related compounds such as metabolite sets^76^. The general assumption is that the collective behavior of a group is more robust against a certain degree of random errors of individuals. The mummichog algorithm is the implementation of this concept to infer pathway activities from a ranked list of MS peaks identified by untargeted metabolomics. The algorithm uses over-representation analysis (ORA) to determine pathway-level enrichment. A pre-determined cutoff based on p-values is determined by the user. For additional detail, refer to Li et al.^77^. As a complement, Gene Set Enrichment Analysis (GSEA) can be used to extract biological meaning from a ranked gene list. This method considers the ranks of MS peaks without a significance cutoff, and can detect subtle and consistent changes which may be missed by ORA. The mummichog algorithm (Version 2.0) and the adapted GSEA method are combined in the MS Peaks to Paths module. A list of metabolites (the same length as the number of significant m/z features) are inferred from the user’s uploaded set of m/z features, considering all potential matches (isotopes/adducts). Then, the potential compounds are mapped onto known metabolic pathways for *Rattus norvegicus*. Next, a hypergeometric *p*-value is calculated. After multiple repetitions to calculate the null distribution of *p*-values for all pathways, this is modeled as a Gamma distribution. Following this, the significant m/z features are used to calculate the p-values for each pathway. Last accession date: 3-11-24, version 6.0.

### Targeted amino acid panel

Amino acids and their metabolites were measured by liquid-chromatography mass spectrometry as previously described^78^. Briefly, 20 µl of plasma, urine or cystic fluid was spiked with an internal standard solution consisting of isotopically labeled amino acids. The supernatant was immediately derivatized with 6-aminoquinolyl-Nhydroxysuccinimidyl carbamate according to Waters’ AccQ-Fluor kit. A 10-point calibration standard curve underwent similar derivatization procedure after the addition of internal standards. Both derivatized standards and samples were analyzed on a Thermo Quantiva triple quadrupole mass spectrometer coupled with a Waters Acquity liquid chromatography system. Data acquisition was done using select ion monitor (SRM) via positive electrospray condition. Concentrations of 42 analytes of each unknown were calculated against its respective calibration curve.

### RNA extraction, RNA-Seq, and data analysis

RNA was isolated from snap-frozen kidney cortex tissue of 10–12 week-old male and female PCK rats using TRIzol according to the manufacturer’s instructions. Sequencing, mapping, and initial analysis was performed by Novogene. After passing quality control, DNA libraries were sequenced by Illumina HiSeq 2500. Genome was mapped using HISAT2 to reference genome: ensembl_rattus_norvegicus_rnor_6_0_gca_000001895_4. For quantification, gene expression levels were estimated from the abundance of transcripts that mapped to the genome or exon using FPKM (Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced). After quantification of gene expression, statistical analysis of differentially expressed genes was performed with DESeq2 software, with differential gene screening threshold |log2(FoldChange)|≥ 1 & padj ≤ 0.05. Major Cellular and Molecular functions were determined using IPA, and additional pathway analyses were performed with clusterProfiler software to determine gene ontology and KEGG pathway enrichment. For comparison of specific genes of interest, FPKM values were graphed and analyzed independently. The creation of a heatmap with hierarchical clustering, Principal Component Analysis (PCA) plots, and volcano plots was done using the open-source software R. To achieve this, several R packages were utilized, including ggplot, ggplot2, dplyr, pheatmap, reactlog, circlize, ggrepel, and tidyverse.

### Statistics and reproducibility

Specific test descriptions and sample sizes are given in the figure legends. The data are displayed as the mean ± the standard error of the mean (SEM). The number of rats (replicates) used for analysis is given in each figure legend. For comparison of 2 groups, unpaired student  t-tests (two-tailed) were applied. For plasma vs. cyst fluid vs. urine comparisons, different fluids had different standard deviations, so Brown-Forsythe and Welch ANOVA with Dunnet’s correction for multiple comparisons was used. A comparison of the targeted amino acid panel was performed with assistance from the USF Research Methodology and Biostatistics Core. Pairwise comparisons of cystic fluid were conducted using Mann–Whitney *U* tests (non-parametric data). Significance in enrichment analyses in Metaboanalyst was calculated with the mummichog algorithm. The original algorithm implements an ORA method to evaluate pathway-level enrichment based on significant features.

## Supplementary information

Supplemental Material

Description of Additional Supplementary File

Supplementary Data

## Data Availability

RNAseq data that support the findings of this study have been deposited in GEO. Accession number: GSE261500 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261500). The description of numerical and algorithm data used to generate figures is given in the Supplementary Information Fig. S9. Raw untargeted metabolomics data were generated by the Mayo Metabolomics Core Facility, and the processed data may be found in the Supplementary Data (S1–S3). Targeted amino acid panel data is available (S6 andS7). Metaboanalyst mummichog algorithm results used to generate the pathway analyses graphs is in Supplementary Data (S8–S10), and the PCK rat biometrics, ion concentrations, and osmolalities are under S11 in the excel file. Data is separated by individual tabs in the Supplemental Data Excel File.

# Supplementary material for: Electrolyte and metabolite composition of cystic fluid from a rat model of ARPKD
**Source:** Commun Biol. 2025 Feb 13;8:230. doi: 10.1038/s42003-025-07631-w
**Supplement:** Supplementary file 1 — Supplemental Material

## **SUPPLEMENTARY INFORMATION**

### **Electrolyte and Metabolite Composition of Cystic Fluid from a rat model of ARPKD**

Christine A. Klemens<sup>1,2,\*</sup>, Mykhailo Fedoriuk<sup>3</sup>, Marharyta Semenikhina<sup>3</sup>, Mariia Stefanenko<sup>3</sup>, Adrian Zietara<sup>1</sup>, Vladislav Levchenko<sup>1</sup>, Lashodya V. Dissanayake<sup>1</sup>,  
Oleg Palygin<sup>3</sup>, Alexander Staruschenko<sup>1,2,4,\*</sup>

**Running title:** ARPKD Cystic Fluid Composition

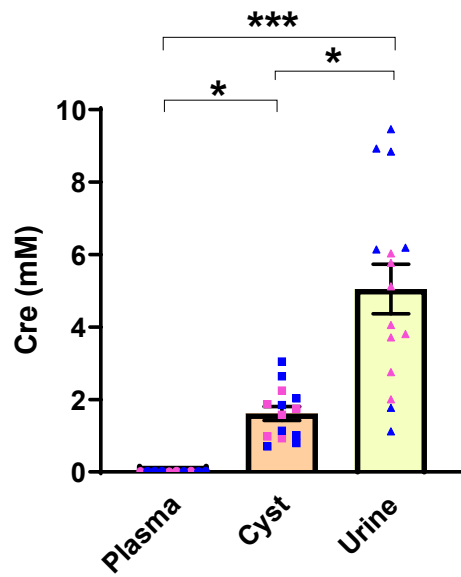

**Fig. S1 | Creatinine concentrations.** Creatinine levels from plasma, cystic fluid, and urine were measured in both male and female PCK rats. Kruskal-Wallis test with Dunn's correction for multiple comparisons with \* $p < 0.05$ , \*\*\* $p < 0.001$  considered significant.  $N \geq 5$  male, 5 female rats.

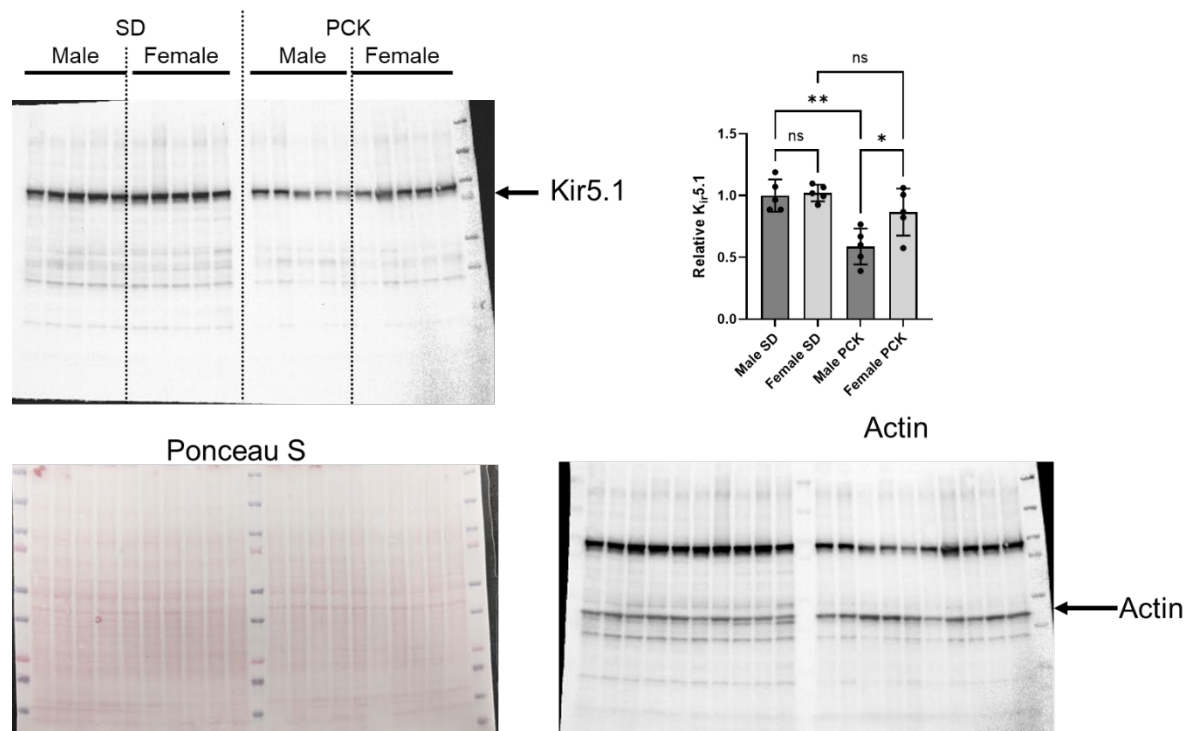

**Fig. S2 | Kir5.1 Expression.** Western blot of Kir5.1 (*Kcnj16*) from Sprague Dawley (SD) and PCK rats. Both male and female protein levels were assessed. Two-way ANOVA with Holm-Sidak adjustment for multiple comparisons with \* $p < 0.05$ , \*\* $p < 0.01$  considered significant.  $N = 5$  rats per group; each band is an individual rat.

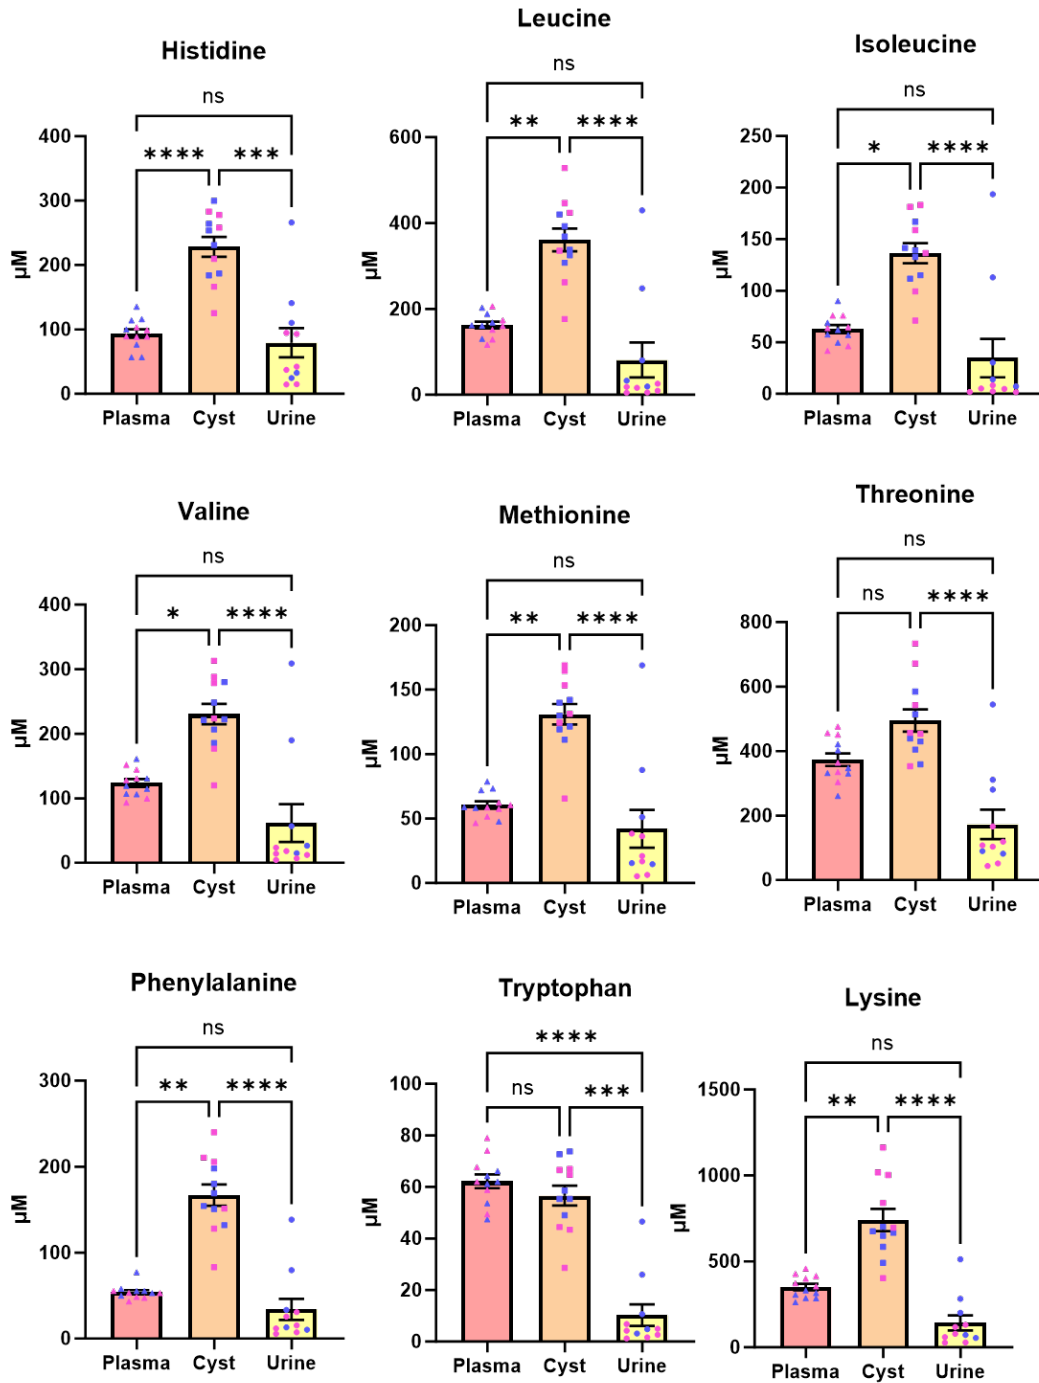

**Fig.**

**S3 | Amino acid concentration comparisons for plasma, cyst fluid, and urine.** Individual male (blue) and female (pink) data points are shown in each graph. N = 6 male, 6 female rats. Graphs demonstrate the mean  $\pm$  SEM. Significance considered as \* $p < 0.05$  \*\* $p < 0.01$  \*\*\* $p < 0.001$ . Standard deviations are not the same between fluid groups, so significance was determined by Brown-Forsythe and Welch ANOVA with Dunnett's correction for multiple comparisons or the Kruskal-Wallis test with Dunn's correction for multiple comparisons for datasets that were non-parametric.

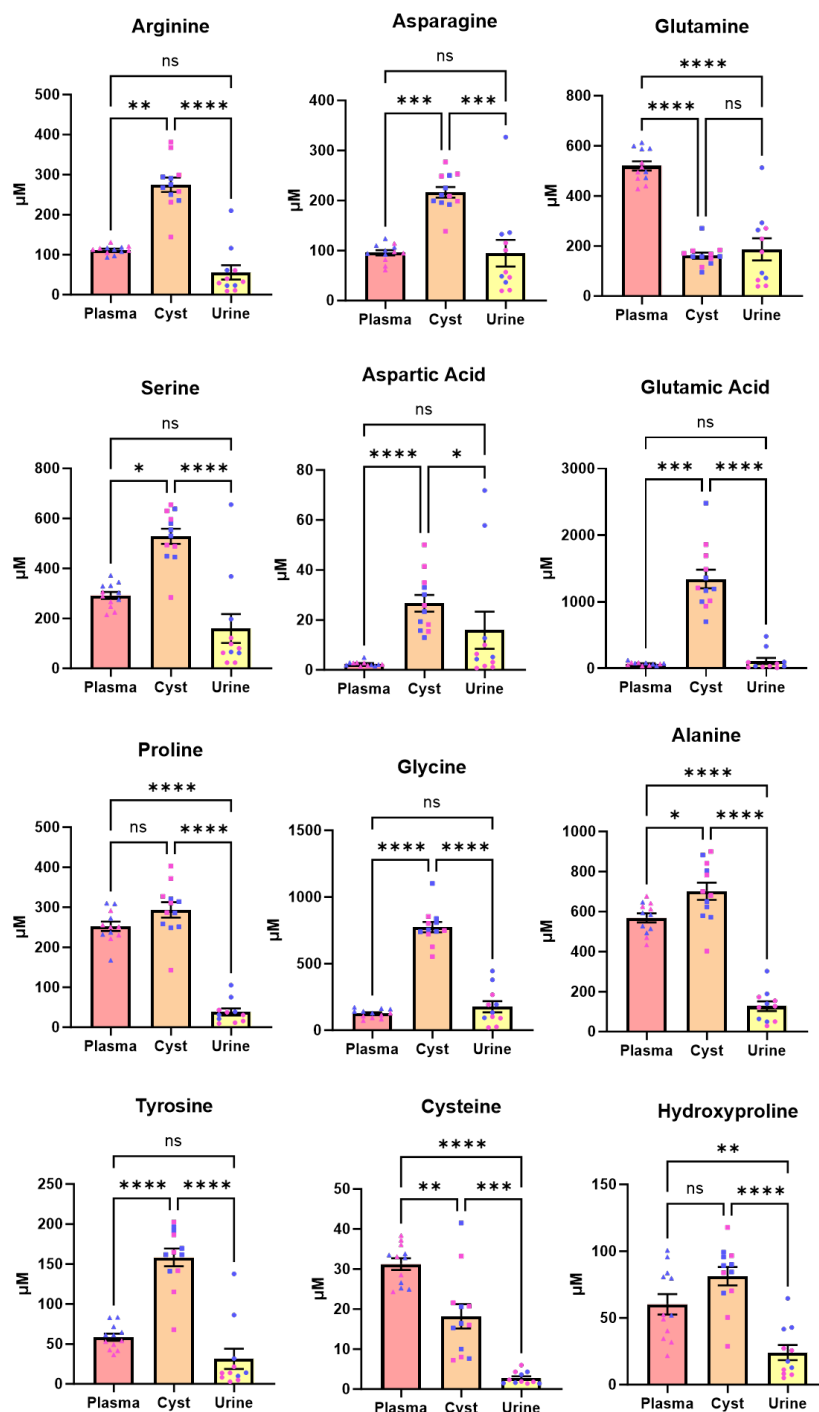

**Fig. S4 | Amino acid concentration comparisons for plasma, cyst fluid, and urine.** Individual male (blue) and female (pink) data points are shown in each graph. N = 6 male, 6 female rats. Graphs demonstrate the mean  $\pm$  SEM. Significance considered as \* $p < 0.05$  \*\* $p < 0.01$  \*\*\* $p < 0.001$ . Standard deviations are not the same between fluid groups, so significance was determined by Brown-Forsythe and Welch ANOVA with Dunnet's correction for multiple comparisons or the Kruskal-Wallis test with Dunn's correction for multiple comparisons for datasets that were non-parametric.

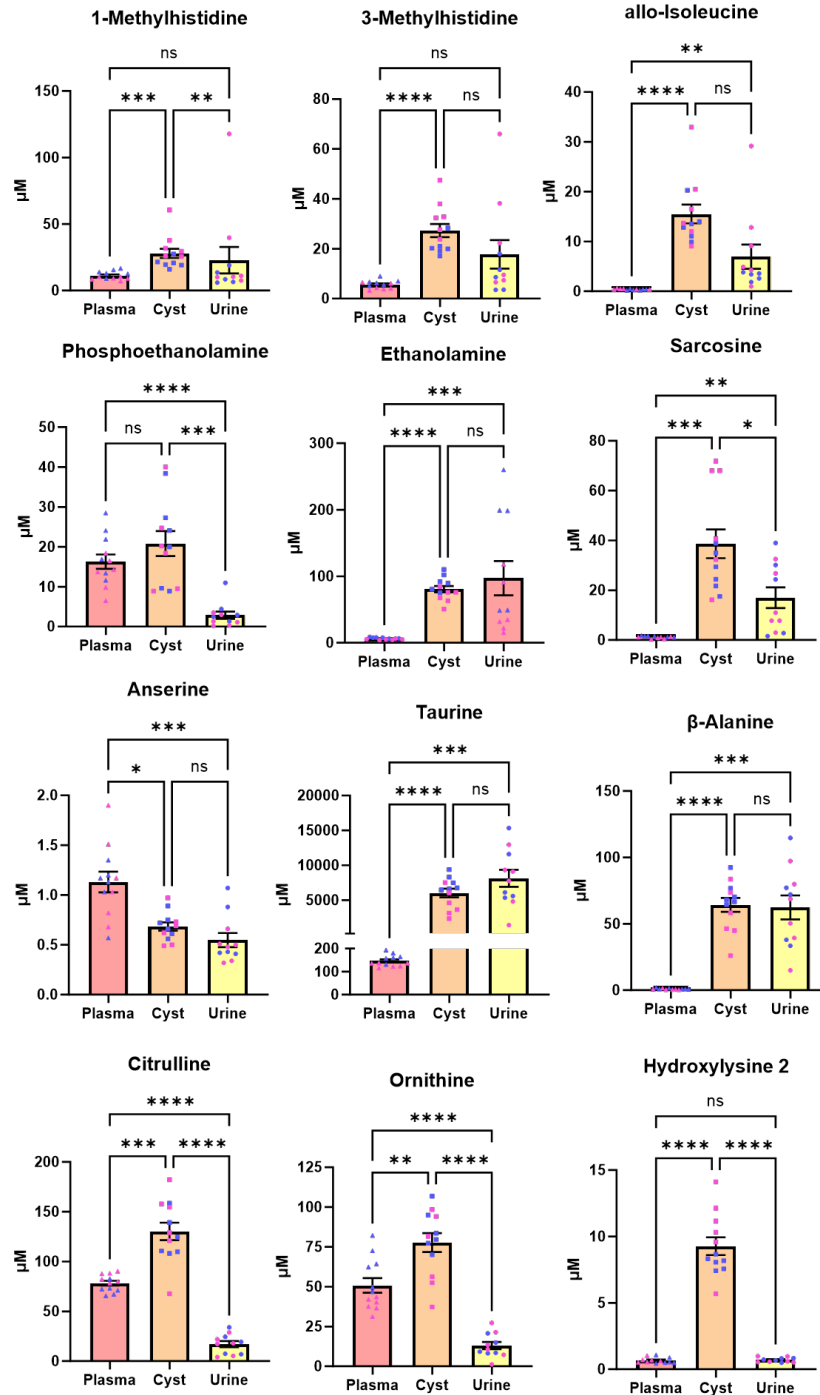

**Fig. S5 | Amino acid concentration comparisons for plasma, cyst fluid, and urine.** Individual male (blue) and female (pink) data points are shown in each graph. N = 6 male, 6 female rats. Graphs demonstrate the mean  $\pm$  SEM. Significance considered as \* $p < 0.05$  \*\* $p < 0.01$  \*\*\* $p < 0.001$ . Standard deviations are not the same between fluid groups, so significance was determined by Brown-Forsythe and Welch ANOVA with Dunnett's correction for multiple comparisons or the Kruskal-Wallis test with Dunn's correction for multiple comparisons for datasets that were non-parametric.

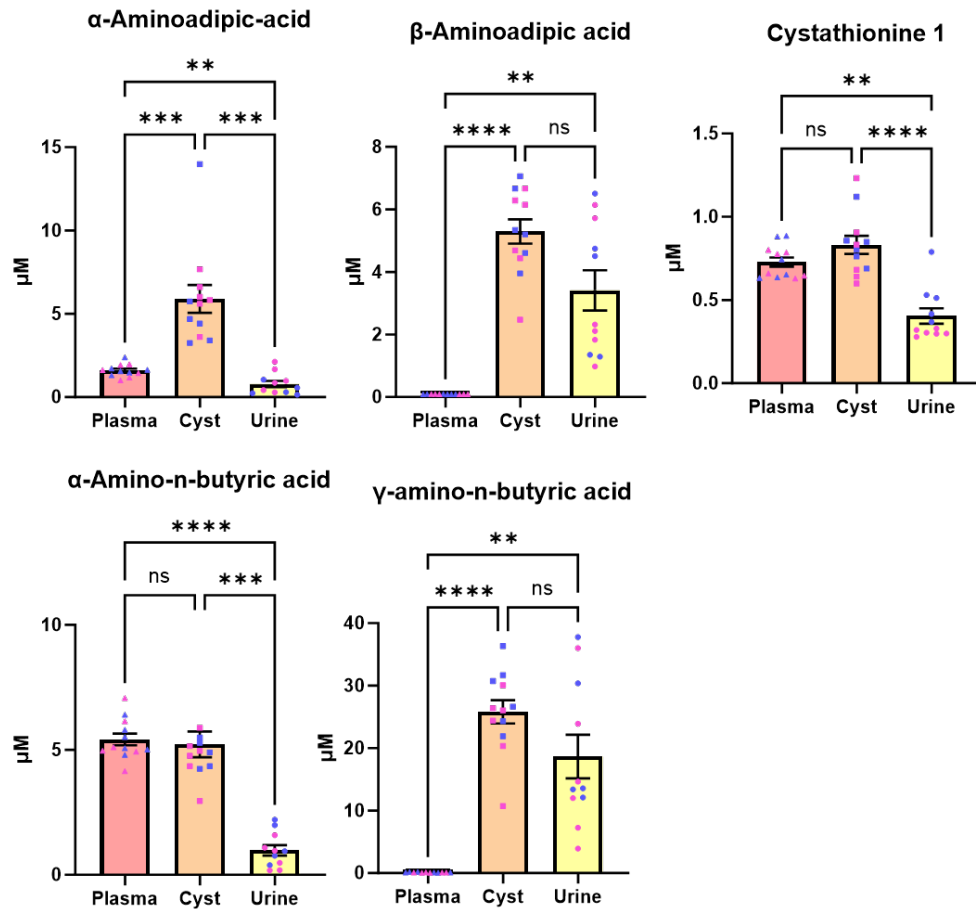

**Fig. S6 | Amino acid concentration comparisons for plasma, cyst fluid, and urine.** Individual male (blue) and female (pink) data points are shown in each graph. N = 6 male, 6 female rats. Graphs demonstrate the mean  $\pm$  SEM. Significance considered as \*p<0.05 \*\*p<0.01 \*\*\*p<0.001. Standard deviations are not the same between fluid groups, so significance was determined by Brown-Forsythe and Welch ANOVA with Dunnett's correction for multiple comparisons or the Kruskal-Wallis test with Dunn's correction for multiple comparisons for datasets that were non-parametric.

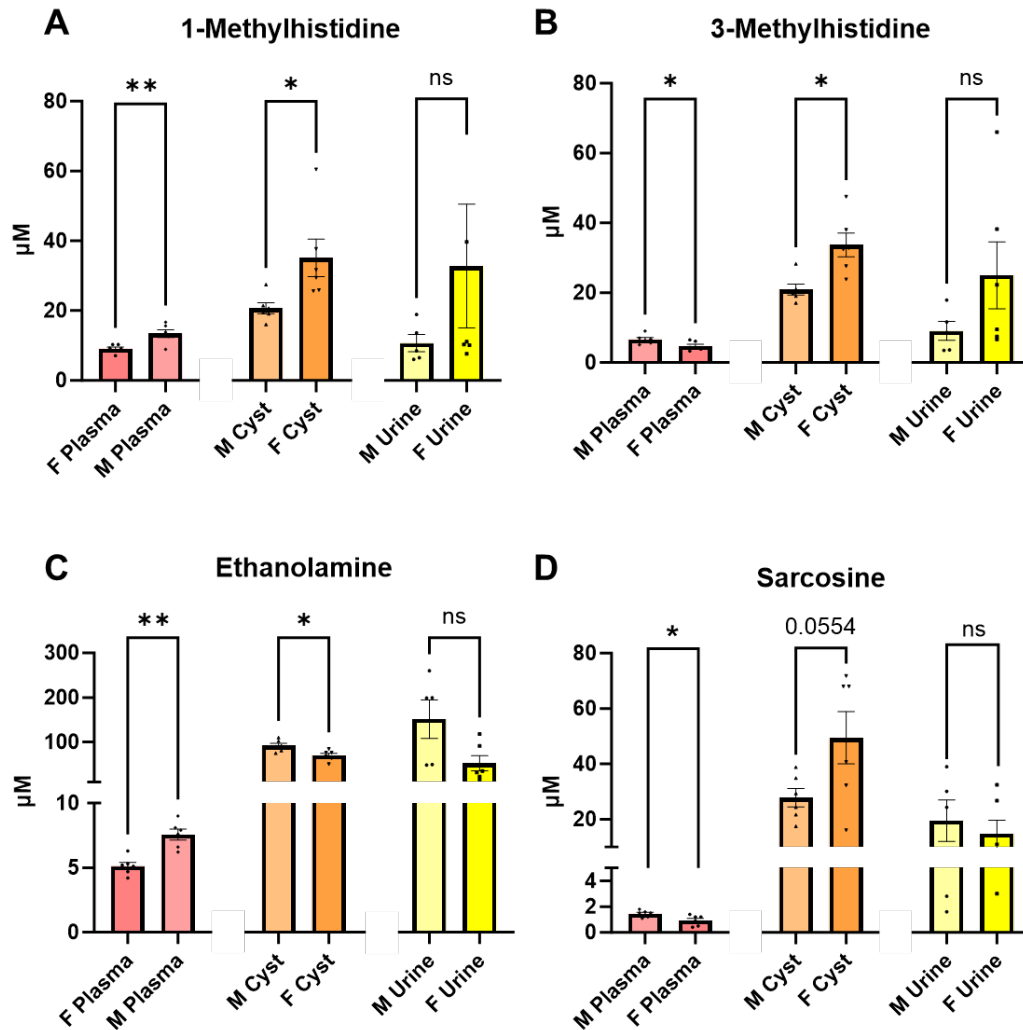

**Fig. S7 | Sex differences in plasma, cyst fluid and urine amino acid concentrations.** Of the tested amino acids, 4 were significantly different between males (M) and females (F). A) 1-Methylhistidine, B) 3-Methylhistidine, C) Ethanolamine, and Taurine (see Fig. 9). D) Sarcosine trended toward significance. Plasma and urine values for each amino acid are also included for comparison. Graphs demonstrate the mean  $\pm$  SEM. N = 6 male and 6 female rats. Significance was determined by unpaired t-test with \* $p < 0.05$  \*\* $p < 0.01$  \*\*\* $p < 0.001$ .

# Sprague Dawley Diet

# PCK Rat Diet

2018

Teklad Global 18% Protein Rodent Diet

**Product Description:** 2018 is a fixed formula, non-autoclaved diet manufactured with high quality ingredients designed to support gestation, lactation, and growth of rodents. 2018 includes alfalfa meal, which lowers phytoestrogen (coumestrol) content, and reduces chlorophyll, improving optical imaging clarity. A moderate inclusion of soybean meal results in an expected sulfur range of 225-340 mg/kg diet (lactation + gestation soybean equivalents). Absence of fish meal minimizes the presence of nitroamines. Related codes 2018C (certified), 2018 (irradiated), 2018C (irradiated, certified), 2018X (extruded), 2018X (irradiated, extruded), 2018S/5C (sterilizable, certified), 2018S (sterilizable, extruded).

| Macronutrients                        |                          |
|---------------------------------------|--------------------------|
| Crude Protein                         | % 18.4                   |
| Fat (ether extract) <sup>1</sup>      | % 6.0                    |
| Carbohydrate (available) <sup>2</sup> | % 44.2                   |
| Crude Fiber                           | % 3.8                    |
| Neutral Detergent Fiber <sup>3</sup>  | % 14.7                   |
| Ash                                   | % 5.5                    |
| Energy Density <sup>4</sup>           | kcal/g (kJ/g) 3.1 (13.0) |
| Calories from Protein                 | % 24                     |
| Calories from Fat                     | % 18                     |
| Calories from Carbohydrate            | % 58                     |
| Minerals                              |                          |
| Calcium                               | % 1.0                    |
| Phosphorus                            | % 0.7                    |
| Non-Phosphate Phosphorus              | % 0.2                    |
| Sodium                                | % 0.2                    |
| Potassium                             | % 0.6                    |
| Chloride                              | % 0.4                    |
| Magnesium                             | % 0.2                    |
| Zinc                                  | mg/kg 70                 |
| Manganese                             | mg/kg 100                |
| Copper                                | mg/kg 15                 |
| Iodine                                | mg/kg 6                  |
| Iron                                  | mg/kg 200                |
| Selenium                              | mg/kg 0.21               |
| Amino Acids                           |                          |
| Aspartic Acid                         | % 1.4                    |
| Glutamic Acid                         | % 3.4                    |
| Alanine                               | % 1.1                    |
| Glycine                               | % 0.8                    |
| Threonine                             | % 0.7                    |
| Proline                               | % 1.6                    |
| Serine                                | % 1.1                    |
| Leucine                               | % 1.8                    |
| Isoleucine                            | % 0.8                    |
| Valine                                | % 0.9                    |
| Phenylalanine                         | % 1.0                    |
| Tyrosine                              | % 0.6                    |
| Methionine                            | % 0.4                    |
| Cystine                               | % 0.3                    |
| Lysine                                | % 0.9                    |
| Histidine                             | % 0.4                    |
| Arginine                              | % 1.0                    |
| Tryptophan                            | % 0.2                    |

Teklad Diets are designed and manufactured for research purposes only.

Teklad Diets, Madison, WI |  |  | inotivco.com

inotiv  
analyze. answer. advance.

**Ingredients** (in descending order of inclusion): Ground wheat, ground corn, wheat middlings, dehulled soybean meal, corn gluten meal, soybean oil, calcium carbonate, dicalcium phosphate, brewer's dried yeast, colloid salt, L-lysine, DL-methionine, choline chloride, magnesium oxide, vitamin E acetate, menadione sodium bisulfite complex (source of vitamin K activity), manganese oxide, ferrous sulfate, zinc oxide, niacin, calcium pantothenate, copper sulfate, pyridoxine hydrochloride, riboflavin, thiamine mononitrate, vitamin A acetate, calcium iodate, vitamin B<sub>12</sub> supplement, folic acid, biotin, vitamin D<sub>3</sub> supplement, cobalt carbonate.

| Standard Product Form:                     | Pellet  |
|--------------------------------------------|---------|
| Vitamins                                   |         |
| Vitamin A, <sup>5</sup> IU/g               | 15.0    |
| Vitamin D <sub>3</sub> , <sup>6</sup> IU/g | 1.5     |
| Vitamin E, (pyridoxine)                    | 110     |
| Vitamin K, (thiamine)                      | 50      |
| Vitamin B <sub>12</sub> (cobalamin)        | 17      |
| Niacin (nicotinic acid)                    | 15      |
| Vitamin B <sub>6</sub> (pyridoxine)        | 18      |
| Pantothenic Acid                           | 11      |
| Vitamin B <sub>9</sub> (cyanocobalamin)    | 0.08    |
| Biotin                                     | 0.80    |
| Folate                                     | 4       |
| Choline                                    | 1200    |
| Electrolytes                               |         |
| CaH <sub>2</sub> PO <sub>4</sub>           | % 0.7   |
| CaH <sub>2</sub> PO <sub>4</sub>           | % 0.7   |
| CaH <sub>2</sub> PO <sub>4</sub>           | % 1.2   |
| CaH <sub>2</sub> PO <sub>4</sub>           | % 3.1   |
| CaH <sub>2</sub> PO <sub>4</sub>           | % 0.1   |
| Total Saturated                            | % 0.1   |
| Total Monounsaturated                      | % 1.1   |
| Total Polyunsaturated                      | % 3.4   |
| Other                                      |         |
| Cholesterol                                | mg/kg - |

**Shelf life:** With proper storage, diet is suitable for use out to 9 months.

[www.inotivco.com/shelf-life-of-diets-used-in-research](http://www.inotivco.com/shelf-life-of-diets-used-in-research)

<sup>1</sup> Ether extract is used to measure fat in pelleted diets, while an acid hydrolysis method is required to measure fat in extruded diets. Compared to ether extract, the fat value for acid hydrolysis will be approximately 1% point higher.

<sup>2</sup> Carbohydrate (available) is calculated by subtracting neutral detergent fiber from total carbohydrates.

<sup>3</sup> Neutral detergent fiber is an estimate of insoluble fiber, including cellulose, hemicellulose, and lignin. Crude fiber methodology underestimates total fiber.

<sup>4</sup> Energy density is a calculated estimate of metabolizable energy based on the Atwater factors assigning 4 kcal/g to protein, 9 kcal/g to fat, and 4 kcal/g to available carbohydrate.

<sup>5</sup> Indicates added amount but does not account for contribution from other ingredients.

<sup>6</sup> 1 IU vitamin D<sub>3</sub> = 25 ng cholecalciferol

For nutrients not listed, insufficient data is available to quantify.

Nutrient data represent the best information available, calculated from published values and direct analytical testing of raw materials and finished product. Nutrient values may vary due to the natural variations in the ingredients, analysis, and effects of processing.

PicoLab® Verified 75 IF

5V75

## DESCRIPTION

PicoLab® Verified 75 IF Irradiated is a formulation providing 20% protein for mice and rats in protocols where dietary iso-fucose levels need to be assured and verified for estrogen-sensitive protocols. This diet is a complete life cycle diet formulated using managed fermentation, delivering Constant Nutrition®. This is paired with the selection of highest quality ingredients to assure minimal inherent biological variation in long-term studies. Irradiation treatment and special 3-ply packaging provide virtually bacteria-free dietary control.

## Features and Benefits

- Managed Fermentation delivers Constant Nutrition®
- Formulated with 20% protein
- Verified to contain a targeted level of 75 ppm of total iso-fucosans (genistein, daidzein and glycitein)
- Provides proper nutrition for estrogen-sensitive protocols
- Irradiation gives reliable microbial control and eliminates the need for antimicrobials
- Contains less than 2% soybean meal
- Contains no alfalfa, fish or meat meals

## Product Forms Available

- Crude pellet, 3/8" x 5/8" x 1", Irradiated, 30 lb 3005952-220
- Crude pellet, 3/8" x 5/8" x 1", Irradiated, 30 lb 3005952-220
- 3 lb vacuum sealed, 6 per box, Irradiated, 30 lb 3005952-020
- Meal (ground pellets), Irradiated, 30 lb 3005952-020

## Other Irradiated Versions Available

- SV12: Verified 75 IF EXT DWT, 20 lb 3005923-712
- SV07: Verified 75 IF/Auto EXT MOD Diet, Extruded, Autoclavable, 25 lb 3004624-703

For information regarding shelf life please visit [www.labdiet.com](http://www.labdiet.com)

## GUARANTEED ANALYSIS

|                             |        |
|-----------------------------|--------|
| Crude protein not less than | 20.00% |
| Crude fat not less than     | 4.50%  |
| Crude fiber not more than   | 4.00%  |
| Moisture not more than      | 12.00% |
| Ash not more than           | 8.00%  |

## INGREDIENTS

Ground Wheat, Wheat Middlings, Corn Gluten Meal, Ground Corn, Wheat Germ, Case Molasses, Dried Plain Beer Pulp, Soybean Oil, Calcium Carbonate, Dicalcium Phosphate, L-Lysine, Dehulled Soybean Meal, Salt, DL-Methionine, Choline Chloride, Menadione Dimethylpyrimidinol Bisulfite (Vitamin K), L-Tryptophan, Pyridoxine Hydrochloride, Chromium Potassium Sulfate, Potassium Chloride, Cholecalciferol (Vitamin D<sub>3</sub>), Vitamin A Acetate, Magnesium Oxide, Preserved with Mixed Tocopherols, Manganese Oxide, Rosemary Extract, Zinc Oxide, DL-Alpha-Tocopherol Acetate (Vitamin E), Folic Acid, Ferrous Carbonate, Citric Acid (a Preservative), Thiamine Mononitrate, Vitamin B12 Supplement, Calcium Pantothenate, Nicotinic Acid, Riboflavin Supplement, Copper Sulfate, Ferrous Sulfate, Zinc Sulfate, Calcium Iodate, Cobalt Carbonate, Biotin, Sodium Selenate.

Feed ad libitum. Plenty of fresh, clean water should be available to the animals at all times.

For information regarding shelf life please visit [www.labdiet.com](http://www.labdiet.com)

Verified diets have passwor protected influence levels posted at [www.labdiet.com](http://www.labdiet.com). Contact  for further information.

09/05/23 R04-VV 9

## CHEMICAL COMPOSITION<sup>1</sup>

1. Formulation based on calculated values from the latest ingredient analysis information. Since nutrient composition of natural ingredients varies and some nutrient loss will occur due to manufacturing processes, analysis will differ accordingly.

2. Nutrients expressed as percent of ration except where otherwise indicated. Moisture content is assumed to be 10.0% for the purpose of calculations.

3. NDF = approximately cellulose, hemicellulose and lignin.

4. ADF = approximately cellulose and lignin.

5. Physiological Fuel Value (kcal/gm) = Sum of decimal fractions of protein, fat and carbohydrate (use Nitrogen Free Extract x 4.9, 4 kcal/gm respectively).

NOTE: When assessed, actual levels may vary from calculated values.

LabDiet  
[www.labdiet.com](http://www.labdiet.com)

**Fig. S8 | Rodent Diet Formulations from LabDiet and Teklad.** Previous work from Singh et al. measured the taurine content of the Teklad 2918 diet and reported it as <0.3% Taurine <sup>1</sup>.

1. Singh P, et al. Taurine deficiency as a driver of aging. *Science* **380**, eabn9257 (2023).

**Fig. S9 – All numerical source data can be found in the Supplementary Data excel file under individual tabs. The description of the data found on each named tab (S1-S11) is given below.**

**Supplementary Data Excel File: Supplementary Data\_CystFluidStudy.xls**

S1: Mayo Metabolomics Core Untargeted Metabolomic Analysis

S2: Sample Key for Untargeted Metabolomics

S3: Metaboanalyst Pathway Enrichment Data Input File

S4: Novogene RNAseq Results

S5: Sample Key for RNAseq

S6: Mayo Metabolomics Core Amino Acid Panel – PCK rats

S7: Mayo Metabolomics Core Amino Acid Panel – Sprague Dawley

S8: Metaboanalyst Mummichog Enrichment Results

S9: Metaboanalyst Joint Pathway Analysis Results

S10: Metaboanalyst Joint Pathway Analysis Genes and Compound IDs

S11: PCK Rat 2Kidney:BodyWeight, Ion concentrations, Osmolalities

# Supplementary material for: Electrolyte and metabolite composition of cystic fluid from a rat model of ARPKD
**Source:** Commun Biol. 2025 Feb 13;8:230. doi: 10.1038/s42003-025-07631-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary File

### **Description Of Additional Supplementary File**

**File name:** Supplementary Data

**Description:** Numerical and algorithm results used to generate the figures

How the deposited data were processed for this re-analysis (not part of the article)

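Renal cortex RNA of 5 male and 5 female PCK rats was analysed, 1 library per rat. Samples were grouped by the sex given in the paper and the sample labels, and no library was regrouped from its values. Novogene sequenced the libraries, mapped the reads with HISAT2 to the Ensembl build Rnor_6.0 and computed the FPKM that the authors deposited as 1 table of 32545 genes. The paper's text does not name the program that counted the reads or say whether it used strand. The authors tested differential expression with DESeq2 on their counts, which were not used here. No per-sample column of the table was left out.

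Each FPKM was divided by what 1 read is worth at the gene's deposited length. This gave whole reads for 100% of the values in each library. From these reads came the depth per library (13912569 to 20285911 reads on genes), the number of genes with a read (18018 to 18639) and the limit of detection, set at 3 reads. The deposited length is below the span of the gene for 22995 genes, as for a length summed over exons. The FPKM proved to lie on a median-ratio scale already, since the factor was 1.01 in all 10 libraries.

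The values are FPKM and not counts, so limma (lmFit and eBayes with trend) on log2(FPKM + 0.1) was the test over all genes, with a mean of at least 0.1 FPKM as the filter and Benjamini-Hochberg adjustment. Single genes had an exact permutation test of the difference in mean FPKM, two-sided. Benjamini-Hochberg adjustment over each list was given beside the adjustment over all genes. Gene families were read from symbol prefixes and compared with the other tested genes by Fisher's exact test, two-sided. Families and lists of marker genes of kidney cell types were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Marker lists also had an exact permutation test of the mean of their log2 values. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

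Under a rule set in advance, the genes named are those the paper names in its text, Fig. 3C, Fig. 4 or Fig. 5C, the lists for taurine, for polycystic kidney disease and for the sex chromosomes, and the 5 genes with the largest fold change in each direction. These last had to pass both thresholds, have ranges that do not overlap between the sexes and have a symbol. The table gives a symbol to every gene, and names of assembly contigs were not taken as symbols, which left out 23 genes with separate ranges. That reading of the rule was settled after the table was seen. Outside the rule, further *Cyp*, *Akr1* and *Slc* genes past both thresholds, genes high in a single library and single genes of the marker lists were named after their values were seen. *Gadl1*, *Xist*, *Pecam1*, *Slc5a3* and *Trp63* were not analysed here, as no gene of the table was matched to them by symbol. *Cyp4a2*, *Cyp2c13*, *Ddx3y*, *Slc14a2*, *Hprt1* and *Mrpl36* are each listed under 2 identifiers. Lists of urothelial genes, of targets of the aryl hydrocarbon receptor and of further *Vegf* and *Notch* genes were written after the data were seen.

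The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter, a filter at a mean of 1 FPKM, median-ratio scaling, quantile normalization, eBayes without trend, robust eBayes, the replicate number as a block, the adjusted p alone, limma-voom on the recovered reads and leaving out each library in turn. Scaling by total reads, limma-voom with the adjusted p alone, quantile normalization and leaving out each library for the lists, and a principal cell list limited to genes with a mean of at least 10 reads per library were added after the data were seen.

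Both procedures were tested on simulated data. Of 200 changed genes among 17597 simulated genes, limma recovered 82%, and it recovered 93.4% of the 151 with a mean of at least 1 FPKM. Of 17397 unchanged genes, 4 were called. A simulated list raised by 0.6 on the log2 scale had a camera p of 6.21e-13, and 4.5% of 200 unchanged lists had a p under 0.05. The simulated genes were drawn independently of each other. That share therefore does not cover lists of genes that vary together, as markers of 1 cell type can. The exact permutation test gave the p of scipy's own test for 20 genes, called 5.5% of 200 unchanged genes and called 94% of 200 genes raised 3-fold. Smaller changes were not simulated, so how often the test misses them is not known. Metabolites, amino acids and ions in cyst fluid were not analysed here, nor were the litters of the rats.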

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

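The tests of explanations for the marker-list results in this part were chosen only after those results were seen. The test on urothelial genes was fixed before its result, on a list written after values of some of its genes had been seen.

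Of 130 groups of 5 libraries, 14 held 1 library far from the other 4, where 6.5 are expected by chance. In males these were *Aqp2* (112 FPKM in male 1, 65.9 to 74.8 in the others), *Scnn1a* (26.7 FPKM in male 1, 14.9 to 17.9 in the others), *Slc6a6* (79.6 FPKM in male 4, 26.3 to 39.5 in the others), *Ahr* (4.90 FPKM in male 5, 5.78 to 5.90 in the others) and *Usp9y* (0.567 FPKM in male 5, listed at 0 in the others). In females they were *Inmt* (15.2 FPKM in female 1, 10.3 to 11.6 in the others), *Scnn1g* (31.0 FPKM in female 2, 18.8 to 22.0 in the others), *Slc22a22* (0.169 FPKM in female 2, 0.0269 to 0.0598 in the others), *Dhrs7l1* (1.75 FPKM in female 2, 1.01 to 1.21 in the others) and *Atp8a2* (1.87 FPKM in female 5, 0.766 to 0.960 in the others). The rest were mean log2 values of marker lists. They were thick ascending limb (6.10 in male 5, 5.87 to 5.94 in the others), endothelium (4.06 in male 1, 3.73 to 3.81 in the others, and 4.27 in female 2, 3.71 to 3.84 in the others) and inner medulla (4.33 in female 2, 3.16 to 3.48 in the others). *Slc14a2*, which belongs to the inner medulla list, had 92 reads in female 2 and at most 3 in the other libraries under the identifier used, and 1 other identifier carries the same symbol. For the single genes among these 14 far values, no biological explanation was tested gene by gene, since the design names none beyond sex.

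Female 2 had 5 of these 14 far values and the highest mitochondrial share, 26.8%. Of 9 urothelial genes above the limit of detection, 7 were highest in female 2 (binomial p = 3.0e-06 against 1 in 10). That p takes the genes as independent, and values of some of them had been seen before the list was written. It therefore does not measure how likely the pattern is by chance. A candidate explanation is that this piece of kidney held renal pelvis, and the values that explanation needs were present. The most abundant genes of the list were *Krt7*, at 97.0 FPKM in female 2 and 65.8 to 90.3 FPKM in the others, and *Krt19*, at 8.83 FPKM in female 2 and 3.84 to 12.1 FPKM in the others. Of the 11 genes of the list, *Krt7*, *Krt19*, *Grhl3*, *Psca* and *Upk1b* had at least 4 reads in each library, so the cortex expresses these as well. A difference in where the piece was taken and a difference in the rat itself were not told apart.

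Marker genes of kidney cell types, which the paper does not analyse as lists, differed between the sexes in 7 of 11 lists by camera. The median log2 fold change was 0.47 for distal convoluted tubule (5 genes, adjusted p = 8.46e-05), 0.39 for principal cells (9 genes, adjusted p = 0.00135), 0.58 for intercalated cells (7 genes, adjusted p = 3.13e-06) and 0.27 for podocytes (5 genes, adjusted p = 0.0418). It was −0.87 for stroma and fibrosis (7 genes, adjusted p = 8.46e-05), −0.45 for immune cells (7 genes, adjusted p = 0.0328) and −0.75 for injury (6 genes, adjusted p = 0.0128). On the log2 scale, each gene of these 7 lists went in the direction of its list, but *Cd74* (−0.00089) and *Aqp3* (0.016) were nearly level, and the mean FPKM of *Cd74* was higher in females (661 in males and 674 in females). Lists of proximal tubule (0.18, adjusted p = 0.313), thick ascending limb (0.24, adjusted p = 0.114), endothelium (0.03, adjusted p = 0.494) and inner medulla (−0.19, adjusted p = 0.274) did not differ by camera. The inner medulla list was *Slc14a2*, *Akr1b1*, *Nfat5* and *Aqp1*. As *Slc14a2* was at the limit of detection outside female 2, that result rests largely on the other genes and does not measure inner medulla content. Under fry, distal convoluted tubule, principal cells and intercalated cells were called, and under camera with an estimated correlation 0 were, with 3 at an unadjusted p under 0.05. Over the alternatives, the adjusted p ran from 4.80e-06 to 0.138 for distal convoluted tubule, from 0.000252 to 0.107 for principal cells, from 1.51e-07 to 0.129 for intercalated cells and from 1.32e-05 to 0.252 for stroma. It ran from 0.00112 to 0.388 for podocytes, from 0.00243 to 0.421 for immune cells and from 0.00183 to 0.388 for injury. By the exact permutation test of list means, p was 0.0159 for distal convoluted tubule, 0.00794 for principal cells, 0.0159 for intercalated cells and 0.00794 for stroma, each 0.0476 after adjustment, and 0.151, 0.198 and 0.103 for podocytes, immune cells and injury. What lies behind the podocyte, immune and injury lists was not tested further.

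For the distal nephron lists, the scaling of the libraries was argued against as the whole cause. The intercalated cell median was 0.53 under quantile normalization and 0.51 under scaling by total reads. A lower share of stroma, which could raise the markers of all tubule segments alike, stays open. The gap between distal and proximal tubule markers differed by 0.395 between the sexes (exact permutation test, p = 0.230), and the wide spread of the proximal tubule list keeps this undecided. In all, 3 comparisons were run, of which 2 were added after the first result. Against thick ascending limb the gap was 0.392 (exact permutation p = 0.0635, 0.0952 adjusted over the 3) and against endothelium 0.508 (exact permutation p = 0.00794, 0.0238 adjusted over the 3). A sex difference in the distal nephron itself, and a difference in which depth of cortex was sampled, are also open and untested.

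*Aqp2* and the ENaC genes rose together with principal cell markers from which they had been left out. The mean of the 4 channel genes was 0.49 higher in females on the log2 scale (exact permutation p = 0.0238) and that of the markers 0.34 higher (exact permutation p = 0.00794). The gap between the 2 lists was 0.15 wider in females, which the spread between rats covers (exact permutation p = 0.341). The most abundant markers, *Hsd11b2* (178 ± 39.6 FPKM in males and 216 ± 46.1 FPKM in females) and *Aqp3* (64.5 ± 10.5 and 65.8 ± 13.9 FPKM), rose less than the list as a whole. Of the 9 markers, 8 had more than 3 reads in each library, while *Elf5* had 1 to 10. Without *Elf5*, left out after the data were seen by a mean of at least 10 reads per library, the markers were 0.31 higher (exact permutation p = 0.0159) and the gap was 0.18 (exact permutation p = 0.159). A larger share of principal cells in the female libraries could therefore account for the rise of these channel genes, as a hypothesis, and a change of expression within each cell was not excluded.

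For the stroma list, 1 male library was argued against as the cause, since without male 1, which had the highest stroma value, the median was still −0.76 (exact permutation p = 0.0238). The scaling was argued against as well, with a median of −0.90 under quantile normalization and −0.95 under scaling by total reads. Female 4 had the lowest stroma value, and without it the median was −0.71. The most abundant genes of the list were *Col3a1*, at 81.8 ± 13.1 FPKM in males and 39.5 ± 14.9 FPKM in females, and *Fn1*, at 38.8 ± 7.53 and 20.5 ± 9.27 FPKM. Of the 7 genes, 6 had more than 3 reads in each library, while *Postn* had 3 to 61 and *Acta2* was nearly level (28.7 ± 2.61 and 28.3 ± 14.0 FPKM). A lower content of stroma in female renal cortex may be what the list shows, as a hypothesis found and tested on the same data, while a difference in how the tissue was cut was not tested.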

How the results depend on the processing

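The counts of genes past both thresholds stayed within 1.5 times 109 higher and 123 lower under most alternatives. With a pseudocount of 1 they were 65 and 72, and the cause was not tested. With the adjusted p alone, which sets no fold change, they were 223 and 201. With limma-voom and the adjusted p alone, added after the data were seen, they were 247 and 257. Across the 10 fits that each left out 1 library, 82 (without female 5) to 114 genes were higher and 89 (without male 4) to 148 (without female 2) were lower. Pseudocount 0.01 gave 110 and 121, no filter 105 and 116, a mean of at least 1 FPKM 86 and 92, quantile normalization 121 and 105, no trend 106 and 122, robust eBayes 109 and 123, limma-voom 118 and 153, and scaling by total reads 97 and 135. Median-ratio scaling divided the values of all libraries by the same factor, 1.01, so it says nothing about stability. Of 100 splits of the 10 libraries drawn from 126, 1, the real one, gave as many genes, and the others gave a median of 0 and at most 5.

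With the replicate number as a block, 89 genes were higher and 87 lower. Rats with the same number did not vary together (correlations −0.0975 to 0.0708, against −0.130 to 0.119 for other pairs), so the number does not pair them, and with 5 pairs the exact sign-flip test of a single gene cannot reach a p under 0.0625. The limma calls of *Ahr* (adjusted p = 0.171, and 0.0320 to 0.171 over its alternatives) and *Crb1* (0.122, and 0.0307 to 0.122) were not made with the block.

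Of the marker lists, 7 were called by camera, 3 by fry and 0 by camera with an estimated correlation, where 3 of the 11 had an unadjusted p under 0.05. Between 4 (without female 4) and 7 were called with 1 library left out. Quantile normalization lost podocytes and scaling by total reads lost immune cells. Gene families by camera went from 0, with 1 at an unadjusted p under 0.05, to 1 with scaling by total reads, and to between 0 and 2 (without female 2) with 1 library left out. Without female 4 the injury median was −0.44 and the immune median −0.23. The cause of these changes was not tested. Fisher's exact test called *Cyp*, *Akr1* and *Slc* with both thresholds and with the adjusted p alone, the alternative run for it.

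Some small differences reversed, and none of them was past a threshold with all libraries and the FPKM as deposited. Camera called *Slc* in the fit without female 2, where its median was 0.080 and not reversed. With 1 library left out, the differences in mean FPKM ranged from −0.00550 to 0.0586 for *Ido2*, from −2.62 to 3.74 for *Rac1*, from −8.53 to 5.31 for *Slc6a6* and from −14.5 to 14.9 for *Fmo1*. The medians ranged from −0.088 (without male 5) to 0.36 for proximal tubule, from −0.032 (without female 2) to 0.12 for endothelium, from −0.11 to 0.13 for *Sult*, from −0.000457 (without female 3) to 0.11 for *Hsd*, from −0.018 (without male 5) to 0.080 for *Slc* and from −0.14 to 0.020 (without male 3) for *Abc*. Scaling by total reads, which moved the median of all genes from −0.01 to −0.08, gave −0.044 for endothelium, −0.020 for *Hsd* and −0.053 for *Slc*, and quantile normalization gave 0.019 for *Cyp*. The cause was not tested.

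Over the lists of channels, tryptophan metabolism, the network and taurine, 19 genes had an exact p of at most 0.05, and 16 (without female 3 or female 4) to 22 (without male 1) did with 1 library left out. Depth limits *Cftr* (9 to 59 reads per library), *Tdo2* (at most 8), *Ido2* (at most 5) and *S100a8* (1 to 44).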

Differences from the paper's values

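The paper gives 170 genes as higher and 198 as lower in females, against 109 and 123 here. Its counts come from DESeq2 with a fold change threshold. The alternatives with the adjusted p alone set no such threshold, so their counts are not of the same kind. Of the alternatives set before the data were examined, quantile normalization (121 higher), the adjusted p alone (223), limma-voom (118) and leaving out female 2 (114) gave higher counts within 1.5 times the paper's. For lower genes, the adjusted p alone (201), limma-voom (153) and leaving out female 2 (148) did. The other alternatives set before the data were examined did not. Scaling by total reads, chosen after the values were seen, gave 97 higher and 135 lower genes, of which the second is within 1.5 times the paper's. Limma-voom with the adjusted p alone, also chosen after the values were seen, gave 247 and 257.

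The network of Fig. 3C comes from IPA, and the paper's text gives expression and activity in it as that program's prediction, of which FPKM do not test activity. The legend counts *Vegf* among genes lower in females. Here *Vegfa* was higher in females, by 11.8 FPKM (exact permutation p = 0.0159), and it stayed higher under each alternative run for it. *Notch1* and *Hif1a*, given as lower there too, were lower here with exact permutation p of 0.0952 and 0.0635, and had exact permutation p of 0.0317 and 0.0159 without male 5 and of 0.0476 each without female 2. The paper's text lists *S100A8* and *Rac* in this network as well. Here *S100a8* was lower with an exact permutation p of 0.0952, which was 0.0238 without male 4, and *Rac1* was 1.82 FPKM higher in females (exact permutation p = 0.786) and lower without male 5 or without female 2.

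The paper calls *Aadat* different between the sexes by an unpaired t-test, which is not the test used here, and what the choice of test contributes was not examined. The exact permutation p of *Aadat* here was 0.0635, and it was 0.0238 without male 1 or without male 3. The paper calls *Kmo* and *Scnn1b* different, and here their exact permutation p were 0.0317 and 0.0476, but 0.0556 and 0.0635 adjusted over the list alone.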

Other observations

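The lists of this part were written after values of some of their genes had been seen, and the tests on genes present in a single library were chosen after the result.

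*Cyp1a1* was at 242 FPKM in male 2 (11852 reads), at 0.263 to 0.886 FPKM in the other males and at 3.98 to 9.84 FPKM in females. Reads shared with its paralog *Cyp1a2* were argued against, since no other library had more than 1 read of *Cyp1a2* to lose. Activation of the aryl hydrocarbon receptor in that rat, which could raise its other targets, stays open. Of 4 such targets above the limit of detection, 2, *Ahrr* and *Tiparp*, were highest in male 2 (binomial p = 0.0523 against 1 in 10), and 4 genes are too few to decide. *Tiparp* was at 15.5 FPKM in male 2 and 5.71 to 9.29 FPKM in the others. *Cyp1a2* and *Aldh3a1* were at the limit of detection.

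In female 2, several genes of urothelium had reads that the other libraries nearly lacked. *Upk3a* had 67 reads, *Krt15* 104, *Krt14* 60, *Sprr1a* 83 and *Upk2* 35, against at most 2 in the other 9 libraries. Of the 11 genes of a urothelial list, *Trp63* was not analysed here, *Upk3b* was at the limit of detection, and the other 9 include *Upk1a* (51 reads in female 2), *Upk1b* (46) and *Krt5* (18).

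In all, 28 genes had at least 50 reads in 1 library and at least 10 times as many as in the next. Male 5 and female 2 held 8 each, female 4 held 5, male 4 held 4, male 1 held 2 and male 2 held 1. Examples are *Mif* (3252 reads in male 5, at most 79 elsewhere), *Grcc10* (1653 in female 4, at most 17 elsewhere) and *Nfs1* (1553 in female 4, at most 41 elsewhere). Names of assembly contigs or LOC names made up 39.3% of the 28, against 6.39% of the 13101 other genes with as many reads (Fisher's exact p = 5.94e-07). A candidate explanation is that reads of near-identical loci were assigned differently between libraries, which the values fit for part of the genes. Depth was argued against as the whole cause, since reads on genes differed by at most 1.46-fold between libraries, short of the 10-fold excess required of these genes. Their reads were at least 11.0 times those of the next library. A binomial test against that depth ratio (highest p = 7.85e-09) adds nothing, since the selection of the genes fixes a low p. Spearman's rho between the number per library and reads on genes was 0.025 (permutation p = 0.949), Pearson's r was −0.028 (permutation p = 0.936), and r was −0.395 without the 2 libraries farthest from the median. The 28 genes include *Cyp1a1*, *Upk3a*, *Krt14*, *Krt15* and *Sprr1a*, for which activation of the receptor or renal pelvis tissue was weighed. For the other genes of the 28, a variant carried by some of the rats was not tested, nor was a biological explanation.

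Among other genes of polycystic kidney disease, *Pkd1* was at 5.35 ± 0.558 FPKM in males and 4.52 ± 0.670 FPKM in females (exact permutation p = 0.0714, and 0.0476 without female 1) and overlaps *Tsc2* on the other strand. *Pkd2* was at 22.4 ± 2.92 and 21.3 ± 2.00 FPKM (exact permutation p = 0.492). Of further *Vegf* and *Notch* genes, *Vegfb* was higher in females (26.0 ± 5.28 and 32.8 ± 3.48 FPKM, exact permutation p = 0.0317, and 0.159 adjusted over the list alone). For *Vegfc*, *Notch2*, *Notch3* and *Notch4*, the last of which overlaps *C4a*, the exact permutation p were 0.770, 0.190, 0.127 and 0.325.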
